# Gene expression patterns in shoots of *Camelina sativa* with enhanced salinity tolerance provided by plant growth promoting bacteria producing 1-aminocyclopropane-1-carboxylate deaminase or expression of the corresponding *acdS* gene

**DOI:** 10.1038/s41598-021-83629-8

**Published:** 2021-02-19

**Authors:** Zohreh Heydarian, Margaret Gruber, Cathy Coutu, Bernard R. Glick, Dwayne D. Hegedus

**Keywords:** Molecular biology, Plant sciences

## Abstract

Growth of plants in soil inoculated with plant growth promoting bacteria (PGPB) producing 1-aminocyclopropane-1-carboxylate (ACC) deaminase or expression of the corresponding *acdS* gene in transgenic lines reduces the decline in shoot length, shoot weight and photosynthetic capacity triggered by salt stress in *Camelina sativa*. Reducing the levels of ethylene attenuated the salt stress response as inferred from decreases in the expression of genes involved in development, senescence, chlorosis and leaf abscission that are highly induced by salt to levels that may otherwise have a negative effect on plant growth and productivity. Growing plants in soil treated with *Pseudomonas migulae* 8R6 negatively affected ethylene signaling, auxin and JA biosynthesis and signalling, but had a positive effect on the regulation of genes involved in GA signaling. In plants expressing *acdS*, the expression of the genes involved in auxin signalling was positively affected, while the expression of genes involved in cytokinin degradation and ethylene biosynthesis were negatively affected. Moreover, fine-tuning of ABA signaling appears to result from the application of ACC deaminase in response to salt treatment. Moderate expression of *acdS* under the control of the root specific *rolD* promoter or growing plants in soil treated with *P. migulae* 8R6 were more effective in reducing the expression of the genes involved in ethylene production and/or signaling than expression of *acdS* under the more active Cauliflower Mosaic Virus *35S* promoter.

## Introduction

The ability of *Camelina sativa* (camelina) to grow on marginal lands has piqued interest in its development as an industrial oilseed crop for biofuels, bio-lubricants and animal feed^1,2^. *C. sativa* is an allopolyploid that arose from a genome triplication event^3^ resulting in a 750 Mb genome encoding 89,418 proteins^4^. The genome remains highly undifferentiated with little fractionation bias; this presents significant challenges for breeding and genetic manipulation^4–6^, necessitating alternate strategies for trait improvement.

Accumulation of salts at or near the soil surface is a widespread agricultural problem that causes cellular dehydration and ion toxicity in plants^7,8^. These have deleterious effects on biochemical reactions resulting in plasmolysis, accumulation or reduction of specific secondary metabolites, nutrient imbalance, and production of reactive oxygen species, all of which can interfere with photosynthesis^9^. The consequences of these physiological changes are inhibition of seed germination, reduction in plant growth and vigor, changes to flowering time, and reduction in seed production^7,10^. While plants may respond somewhat differently to various stresses, nearly all respond by producing ethylene. Following the onset of stress, a small increase in ethylene production induces the transcription of defense/stress response genes. A subsequent and larger burst of ethylene is generated by persistent stress that acts as a signal to initiate processes, such as senescence, chlorosis and abscission, all of which inhibit plant growth^11,12^. The synthesis of stress ethylene can be reduced by lowering the level of the ethylene precursor, 1-aminocyclopropane-1-carboxylate (ACC), by applying the enzyme ACC deaminase either in the form of bacteria producing the enzyme or by introducing the bacterial *acdS* gene into the plant. These approaches significantly reduce the extent of inhibition on plant growth and development that normally accrues from stress^13–16^. Canola (*Brassica napus*) grown in soil treated with a strain of *Pseudomonas putida* producing ACC deaminase exhibited up-regulation of genes encoding auxin response factors and down-regulation of stress response genes^11^. Furthermore, transgenic *B. napus* expressing *acdS* performed better under salinity stress compared to non-transgenic plants^17^. Similarly, *C. sativa* lines expressing *acdS* or treated with bacteria producing ACC deaminase exhibited increased salinity tolerance^16^; this dramatically affected the transcriptional response in the roots of these plants under salt stress^18^. Here, we examined how expression of *acdS* in transgenic *C. sativa* under the control of broadly constitutive (CaMV *35S*) or root-specific (*rolD*) promoters, or treatment with plant growth promoting bacteria (PGPB) producing ACC deaminase affected the transcription of genes in vegetative tissues in response to salt stress.

## Materials and methods

### Bacterial strains

Two PGPB root endophytes that produce ACC deaminase, *Pseudomonas migulae* 8R6 and *Pseudomonas fluorescens* YsS6^19^, that were previously shown to increase salinity tolerance in *C. sativa*^16^ were used in this study. Two derived *acdS* mutant strains, 8R6M and YsS6M, constructed previously by insertion of a transposon containing the tetracycline resistance gene at position 237 in the *P. migulae* 8R6 *acdS* gene and at position 323 in the *P. fluorescens* YsS6 *acdS* gene^13^ were also examined. The ACC deaminase activity for these bacteria was determined previously^13^. The ACC deaminase activity of the wild-type *P. fluorescens* YsS6 was 12.5 mmol mg^−1^ h^−1^, while the activity of the corresponding *acdS* mutant was 0.11 mmol mg^−1^ h^−1^. The ACC deaminase activity of the wild-type *P. migulae* 8R6 was 10.9 mmol mg^−1^ h^−1^ and the activity of the corresponding *acdS* mutant was 0.03 mmol mg^−1^ h^−1^.

### Transgenic ***C. sativa*** lines expressing acdS

*Camelina sativa* cv. DH55 lines expressing the *Pseudomonas* sp. UW4^20^ *acdS* gene under the control of either the double cauliflower mosaic virus (CaMV) *35S* promoter or the *rolD* promoter from *Agrobacterium rhizogenes* were constructed previously^16^. The *P*. sp. UW4 ACC deaminase is 99% identical (amino acid level) to that from *P. fluorescens* YsS6 and 98% identical to that from *P. migulae* 8R6^16^. Individual, single copy lines in which the expression of the *P.* sp. UW4 *acdS* gene was verified using droplet digital PCR^16^ and RNA-Seq data^18^ were used.

### PGPB and salt treatment

Bacteria were cultured for 24 h in tryptic soy broth (TSB) containing 100 μg ml^−1^ ampicillin for wild-type strains or 100 μg ml^−1^ ampicillin and 10 μg ml^−1^ tetracycline for the *acdS* mutant strains^21^. Bacterial cultures were centrifuged at 4000×*g* and washed three times with 0.03 M MgSO_4_ prior to re-suspending to an OD_600nm_ = 0.50 ± 0.02 in 0.03 M MgSO_4_ (approximately 5.0 × 10^8^ bacteria/ml). Soil was inoculated with either 2 ml of PGPB or 2 ml of 0.03 M MgSO_4_ (control) at the time of sowing and again 1 week after sowing.

*Camelina sativa* cv. DH55 seeds were sown in soil-less potting mixture^22^ in 10 × 10 × 8 cm square pots. All materials were available locally, except fritted trace elements (Frit Industries Inc., Ozark, USA). NaCl solutions at 192 and 213 mM were prepared to obtain solutions with electrical conductivities (EC) of 15 dS m^−1^ and EC 20 dS m^−1^ at 20 °C, respectively. Tap water (50 ml; EC 248 µS m^−1^) was applied daily to each pot and replaced with 50 ml of saline solution 20 days after sowing. The accumulation of salt in the pots was controlled by draining and the EC of the drained water was measured weekly. Plants were grown in a controlled growth cabinet (16 h light/8 h dark; 20/17 °C) supplemented with halogen lights. Shoot material was harvested 20 days after the initial salt treatment just as plants began to flower, at which time the length and dry weights were recorded. Shoot length was measured from axis of the first true leaf petiole with the stem to the tip of the shoot and recorded to the nearest millimeter. For dry weight, samples were placed in pre-weighed, dry beakers and then dried at 80 °C for 48 h in a drying oven and weight recorded to the nearest milligram.

### Element, chlorophyll and ethylene measurement

The quantity of elements, chlorophyll and ethylene were determined in shoots of 33-day-old plants; 13 days after initial salt treatment and before plants exhibited severe symptoms of salt stress^18^. Samples were dried at 80 °C for 48 h and ground using liquid nitrogen. Sulphur (S), copper (Cu), boron (B), calcium (Ca), iron (Fe), potassium (K), magnesium (Mg), manganese (Mn), sodium (Na), phosphorus (P), and zinc (Zn) content were determined by Agvise Laboratories Inc. (Benson, MN, USA). The method employed involved digestion with nitric acid/hydrogen peroxide and determination of elements using inductively coupled plasma mass spectrometry on a Perkin Elmer 5400 analyzer (Perkin Elmer, Guelph, Canada) according to Wu et al.^23^.

Chlorophyll content was measured using a chlorophyll meter (Apogee Instruments Inc., Logan, UT, USA) and photosynthesis yield (Fv/Fm) using a FV/FM meter (ADC Bioscientific Ltd., UK)^12^.

For ethylene measurement, 4 g (wet weight) of vegetative tissue was placed in 40 ml glass vials. The vials were sealed with rubber stoppers and placed at 20 °C for 6 h. 20 ml of gas was removed with a syringe and injected into a pre-evacuated Exetainer soda glass vial paired with a cap constructed with both a PTFE/silicone and a chlorobutyl septum (Labco Ltd., Ceredigion, UK). Ethylene was separated by gas chromatography (Bruker 450 GC, Bruker Biosciences Corporation, USA) and its concentration was calculated by comparing the peak area and peak length to standard peaks generated with pre-determined ethylene concentrations. Ethylene production was reported as parts per million ethylene/g fresh weight/hour. The measurements were repeated with three independent biological replicates.

### RNA sequencing and data analysis

Total RNA was extracted from shoot tissue of three biological replicates for each of the control, *35S::acdS*, *rolD::acdS* and *P. migulae* 8R6 treated lines (12 samples in total) from 28-day-old plants (21 days after 15 dS m^−1^ salt treatment began and before plants started to bolt) using an RNeasy Plant Mini Kit (Qiagen Inc.)^12,18^. The cDNA libraries were prepared using the TruSeq Stranded mRNA and Total RNA Library Prep kits with TruSeq LT adaptors (Illumina Inc.). The tagged libraries were sequenced using a HiSeq 2500 (Illumina Inc.)^12,18^.

The short-read sequence data from the 12 libraries were deposited in the NCBI GEO database (GSE132600). Trimmomatic^24^ was used to discard low-quality reads, to remove adaptor sequences and low quality nucleotides at the beginning or end of the read (PHRED33 quality score of less than 3), and to discard short reads (under 21 nt). The retained high-quality reads were mapped to the *C. sativa* reference genome using STAR RNA-seq aligner^25^ and transcripts available in the NCBI *C. sativa* release 100 (JFZQ00000000.1^4^). Expression levels for each gene were measured as counts^26,27^. Normalization for library size was performed for each gene by dividing the counts by the library size as described^28^ to yield counts per million (CPM). Further normalization was performed using DESeq to approximate a negative binomial distribution. The differential expression analysis of digital gene expression data software (edgeR) was used to calculate differences in expression between libraries^26^. The Biological Coefficient of Variation (BCV) value was set to 2 according to the software's instructions. Expression changes were declared to be significant if the multiple test corrected *p* value and the false discovery rate (FDR) were ≤ 0.05 and the absolute value of log 2 CPM was higher than 1. MAPMAN software version 3.5.1R2 (http://mapman.gabipd.org/) was used to assign gene ontology (GO) terms to unigenes based on molecular function, biological processes and cellular compartment^29^. Cluster analysis was done using JMP software version 15 (https://www.jmp.com/en_ca/home.html).

### Quantitative droplet digital PCR (ddPCR) analysis

Quantitative ddPCR was used to confirm the expression profiles of a set of genes as determined by the RNA-Seq analysis. Total RNA was extracted from shoots of 3 independent biological replicates (control, *35S::acdS*, *rolD::acdS* and *P. migulae* 8R6 treatment) using the RNeasy Plant Mini kit (Qiagen) and cDNA synthesized using the SuperScript III First-Strand Synthesis kit (Thermo Fisher Scientific). One ng of cDNA was used as template in each PCR reaction mixture with 2× Supermix (Bio-Rad Laboratories Inc.), 500 nM of each primer and 250 nM of each probe in a final volume of 20 µl. The sequences of the primers and probes are provided in Supplemental Data 1. Data were analyzed using Quanta-Soft version 1.7.4.0917 (Bio-Rad Laboratories Inc.) and the relative ratio of the candidate gene expression was calculated relative to the expression of the *actin* reference gene by plotting the concentration of FAM- over the HEX-labelled probe according to the Bio-Rad ddPCR guide^12,18^.

### Statistical analysis

Plant growth measurements were expressed as the mean ± standard error for each treatment. Significant differences between treatments were determined by variance analysis (ANOVA) with a *p* value of ≤ 0.05 and pair-wise comparisons were conducted using the Tukey's Studentized Range (HSD) test using SAS 9.3 (TS1M2)^12,16,18^.

## Results

### Ethylene, plant growth, photosynthetic capacity, and element composition

Expression of *acdS* or treatment of soil with *P. migulae* 8R6 had only a marginal effect on the levels of ethylene in vegetative tissue in the absence of salt (Fig. 1). Overall, levels of ethylene were lower in all lines sampled at 13 days after the application of salt; however, the levels were significantly decreased by the presence of ACC deaminase, either by applying *P. migulae* 8R6 to the soil or via *acdS* expression in the transgenic lines, at both moderate and high salt concentrations (EC 15 and 20 dS m^−1^). The line expressing *acdS* under the control of the CaMV *35S* promoter had the lowest levels of ethylene at the highest salt concentration.

**Figure 1:**
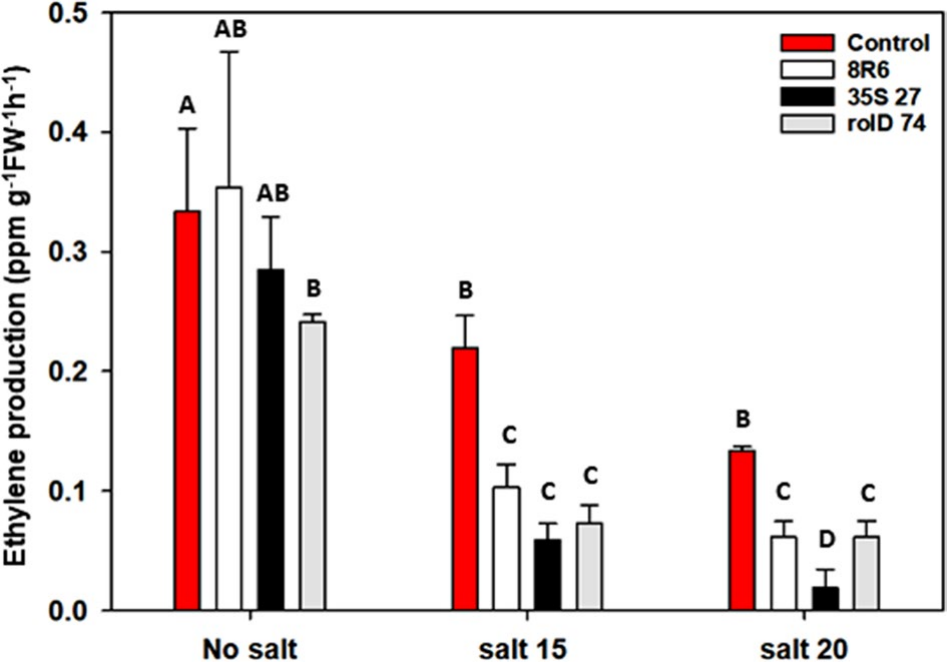
The effect of ACC deaminase on ethylene production in *C. sativa* under salt stress (NaCl; 15 and 20 dS m^−1^). Salt was applied 20 days after sowing and plant material collected 13 days afterward. Soil was treated with buffer (control) or the *P. migulae* 8R6 strain producing ACC deaminase. Transgenic lines tested were independent, single insert, homozygous lines expressing the *Pseudomonas* sp. UW4 *acdS* gene under the control of either the *rolD* or the CaMV *35S* promoter. Error bars indicate standard error (n = 3 biological replicates). Significant differences between groups were detected using a two-way ANOVA and Tukey post-test. Values that are significantly different (p < 0.05) are indicated by letters. Plots were drawn using SigmaPlot ver. 13.0 (Systat Software, Inc., San Jose, USA, www.systatsoftware.com).

As expected, shoot length, fresh and dry weight decreased as the salt concentration increased regardless of the treatment; however, the presence of ACC deaminase delivered either by PGPB or via *acdS* expression in transgenic lines significantly reduced the impact of salt stress (Fig. 2). The reduction in shoot length was significantly less for plants grown in soil treated with *P. migulae* 8R6 or *P. fluorescens* YsS6, but not with the corresponding *acdS*-mutants, as was also the case for transgenic lines expressing *acdS* under the control of the *rolD* promoter. Shoot fresh and dry weight responded similarly and the beneficial effect was also observed in lines expressing *acdS* under the control of the CaMV *35S* promoter. In addition, the control plants were severely wilted 20 days after treatment with the higher salt concentration (EC 20 dS m^−1^), whereas plants expressing *acdS* or treated with wild-type PGPB were not^18^.

**Figure 2:**
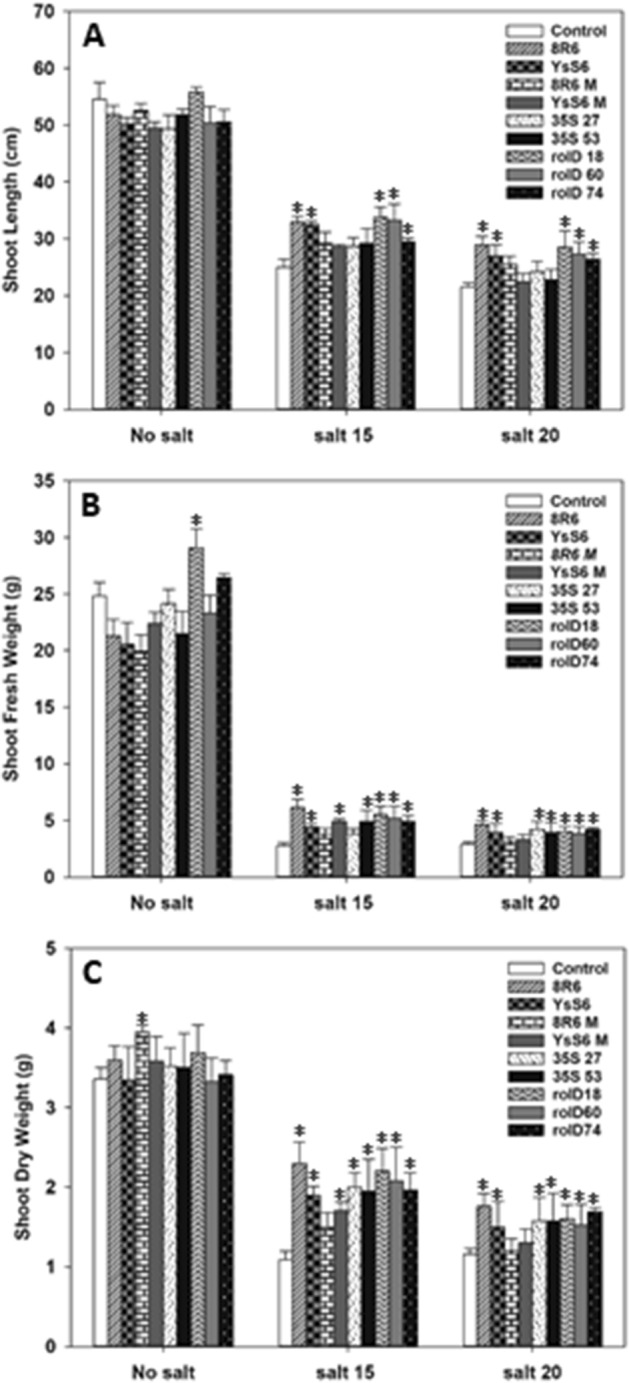
The effect of ACC deaminase on *C. sativa* shoot length (**A**), fresh weight (**B**), and dry weight (**C**) in the absence or presence of salt stress (NaCl; 15 and 20 dS m^−1^). Soil was treated with buffer (control), *P. migulae* 8R6 producing ACC deaminase or a derived *acdS* mutant 8R6 M, *P. fluorescens* YsS6 producing ACC deaminase or a derived *acdS* mutant YsS6 M. Transgenic lines tested were independent, single insert, homozygous lines expressing the *Pseudomonas* sp. UW4 *acdS* gene under the control of either the *rolD* or the CaMV *35S* promoter. Salt was applied 20 days after sowing and shoots were harvested 20 days afterward. Error bars indicate standard error (n = 10 biological replicates). Significant differences between groups were detected using a two-way ANOVA and Tukey post-test. Values that are significantly different (p < 0.05) from the control are indicated by asterisks (*) above the bars. Plots were drawn using SigmaPlot ver. 13.0 (Systat Software, Inc., San Jose, USA, www.systatsoftware.com).

Chlorophyll content and photosynthetic yield (Fv/Fm) illustrate the level of activity in the photosystem reaction centers. Chlorophyll content was significantly higher in the *acdS* transgenic lines and in plants grown in soil treated with the wild-type PGPB under salt stress, but not with the *acdS*-mutants (Fig. 3). Photosynthetic yield was maintained to an even higher degree and was especially apparent at the higher salt concentration (EC 20 dS m^−1^). The effect was observed with all treatments, including the PGPB *acdS-*mutants as these bacteria possess additional mechanisms to promote plant growth and health^15,19^.

**Figure 3:**
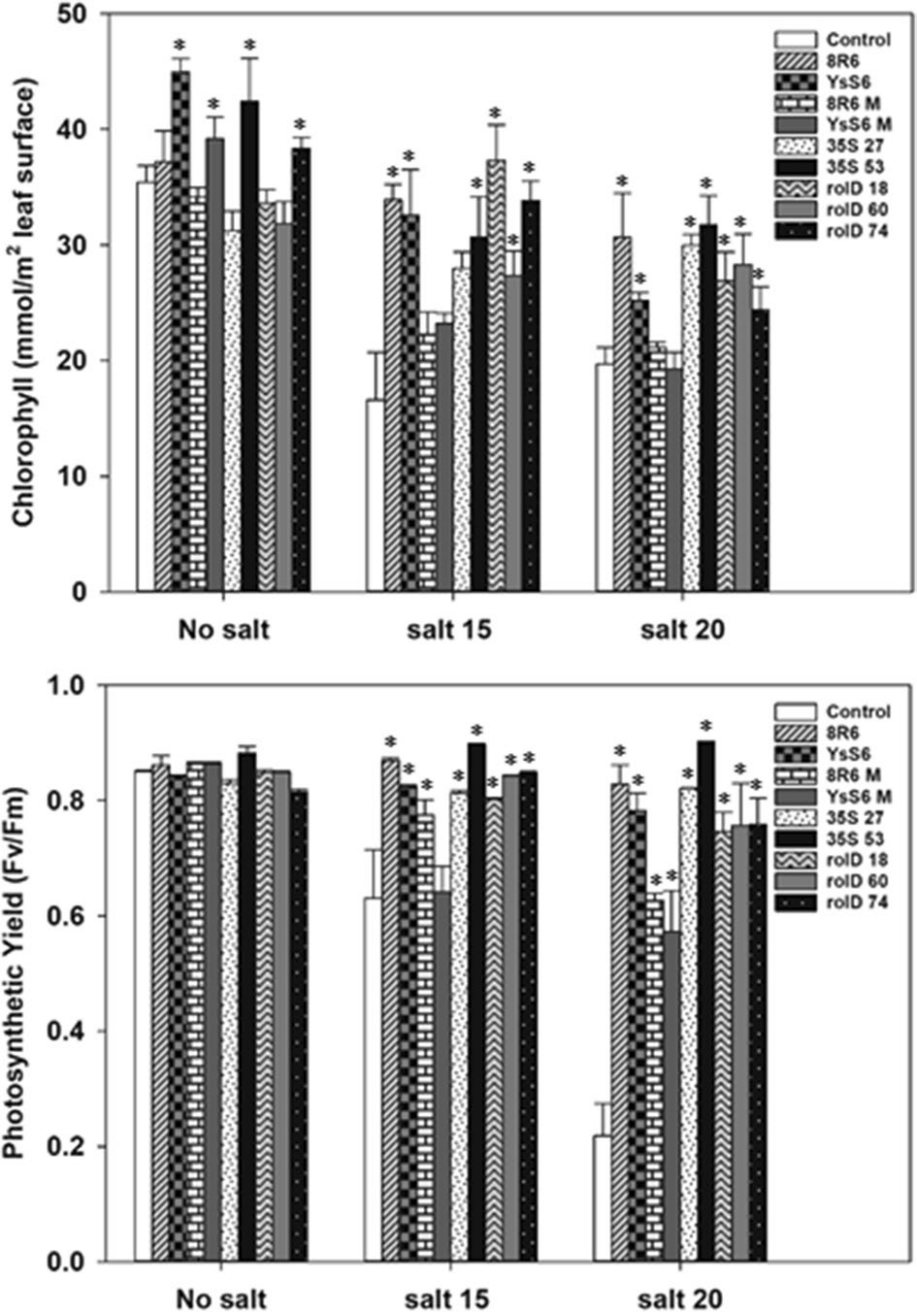
The effect of ACC deaminase on *C. sativa* photosynthetic capacity in the absence or presence of salt stress (NaCl; 15 and 20 dS m^−1^). Panels show chlorophyll content and photosynthetic yield 33 days after sowing with salt being applied 20 days after sowing. Soil was treated with buffer (control), *P. migulae* 8R6 producing ACC deaminase or a derived *acdS* mutant 8R6 M, *P. fluorescens* YsS6 producing ACC deaminase or a derived *acdS* mutant YsS6 M. Transgenic lines tested were independent, single insert, homozygous lines expressing the *Pseudomonas* sp. UW4 *acdS* gene under the control of either the *rolD* or the CaMV *35S* promoter. Error bars indicate standard error (n = 10 biological replicates). Significant differences between groups were detected using a two-way ANOVA and Tukey post-test. Values that are significantly different (p < 0.05) from the control are indicated by asterisks (*) above the bars. Plots were drawn using SigmaPlot ver. 13.0 (Systat Software, Inc., San Jose, USA, www.systatsoftware.com).

ACC deaminase had little effect on the concentration of macro- and micro-elements in vegetative tissues. The levels of some macro-elements changed with increasing salinity; for example, the sodium levels rose sharply and the potassium and calcium levels declined; however, expression of *acdS* or treatment of soil with *P. migulae* 8R6 had little or no impact on the levels or trends (Fig. 4). With respect to the micro-elements, the boron concentration was significantly elevated by *acdS* expression and the presence of *P. migulae* 8R6, but only in the absence of salt.

**Figure 4:**
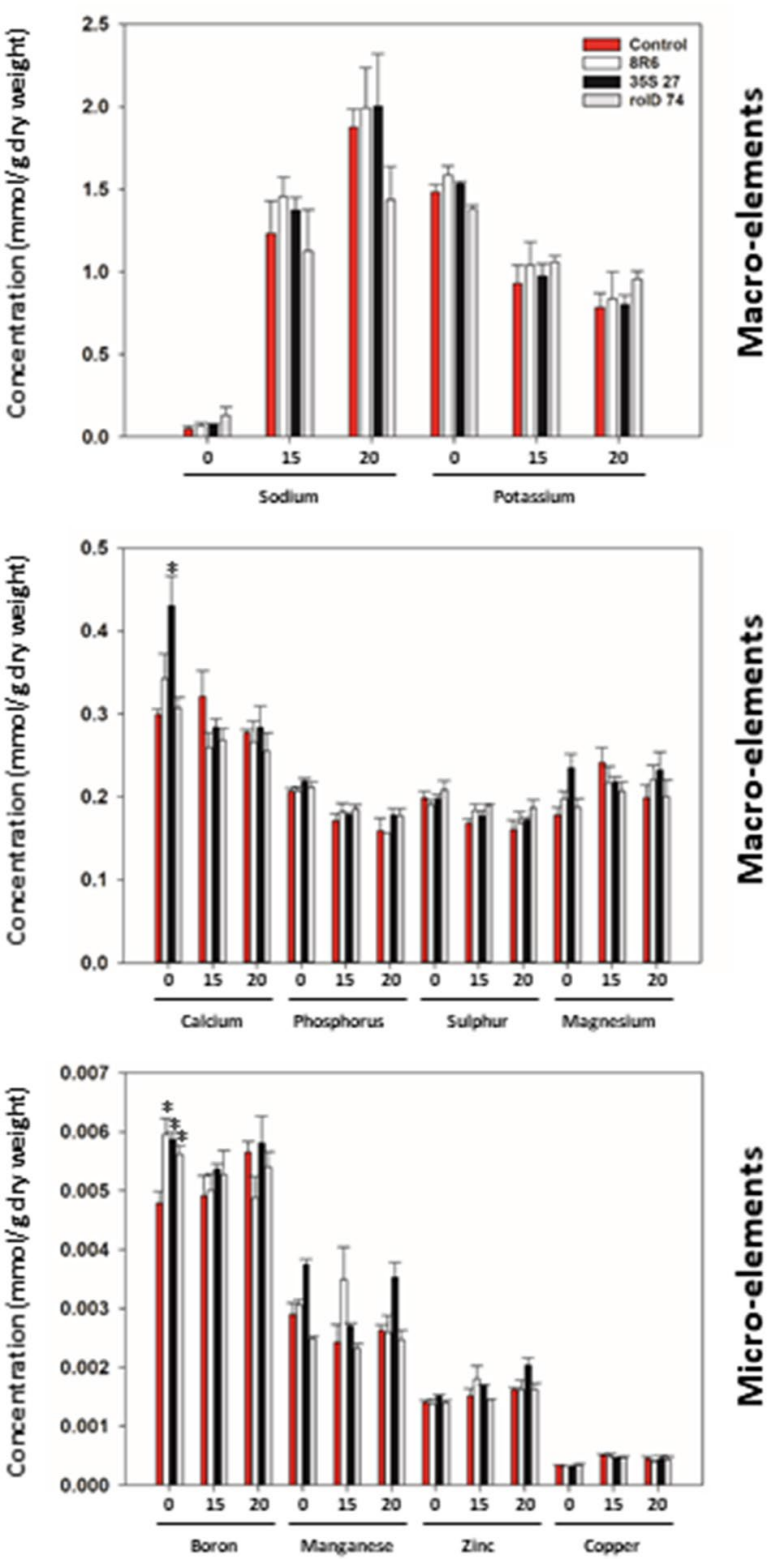
The effect of ACC deaminase on shoot element content in *C. sativa* grown in the absence or presence of salt. Soil was treated with buffer (control) or *P. migulae* 8R6 producing ACC deaminase. Transgenic lines tested were independent, single insert, homozygous lines expressing the *Pseudomonas* sp. UW4 *acdS* gene under the control of either the *rolD* or the CaMV *35S* promoter. Panels show macro- and micro-element content in shoots of plants 33 days after sowing that were irrigated with either tap water or with a salt solution (15 or 20 dS m^−1^); application of the salt solution began 20 days after sowing. Significant differences between groups were detected using a two-way ANOVA and Tukey post-test. Values that are significantly different (p < 0.05) from the control are indicated by asterisks (*). Error bars indicate standard error (n = 3 biological replicates). Plots were drawn using SigmaPlot ver. 13.0 (Systat Software, Inc., San Jose, USA, www.systatsoftware.com).

### Global changes in *C. sativa* transcription in response to salt treatment

ACC deaminase was demonstrated to improve the tolerance of *C. sativa* to salinity stress. 

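RNA from the vegetative tissue of 4 groups of salt-treated *C. sativa* plants was sequenced, with 3 replicates each and 12 libraries in all. The groups were the untreated DH55 control, DH55 grown in soil treated with *P. migulae* 8R6, which produces ACC deaminase, and the *35S::acdS* and *rolD::acdS* lines. The sample descriptions give NaCl at 15 dS m-1 (192 mM) and plants of 28 days with 21 days of salt. The authors mapped the reads with STAR and deposited the number of reads counted on each gene; the values are whole counts, not divided by library size. Totals lay between 15004403 and 23587748 counts in the control, 15392642 and 23118510 with *P. migulae* 8R6, 11099030 and 22995441 in the *35S::acdS* line, and 10520627 and 23267552 in the *rolD::acdS* line. Of the 89418 genes, the 56932 with at least 0.5 CPM in at least 3 libraries were tested. Counts were normalized with edgeR's TMM method, the 4 groups were fitted together, and differences were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested. A gene was taken as differentially-expressed at an adjusted p of 0.05 or less and an absolute log2 fold change above 1. No library of unsalted plants is among the 12, so each gene could only be described as higher or lower than in the salt-treated control, and "less induced" could not be told apart from "down-regulated". *C. sativa* carries 3 sub-genomes, and the paper's text does not name how reads that map to more than 1 homeologue were counted, so the counts of homeologues can share reads. The same 3 control libraries served every comparison with the control.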

To further explore this phenomenon, the transcriptome of the above ground (vegetative) tissue of the wild-type DH55 line was compared to tissues from lines expressing *acdS* under the control of the root-specific promoter (*rolD*) or the constitutive promoter (*CaMV 35S*), as well as to tissues from plants grown in soil treated with *P. migulae* 8R6. The *rolD* promoter was not entirely root-specific, since *acdS* expression in vegetative tissues was approximately one-half the level observed in roots. However, in vegetative tissues, the expression of the *acdS* gene was 60 times higher under the control of the CaMV *35S* promoter than under the *rolD* promoter (data not shown).

The gene expression patterns were defined in terms of the impact ACC deaminase had on the expression normally observed in the non-trangenic (wild-type) or untreated (not grown in soil amended with PGPB) control line under salt stress. These patterns include: “induced” or “down-regulated” when the expression of the gene was not affected by salt stress in the control, but was altered in the transgenic or PGPB-treated lines; “less induced” when the gene was induced in the control, but to a lesser degree in the transgenic or PGPB-treated lines and similarly for “less down-regulated”; “more induced” when the gene was induced in the control, but to a greater degree in the transgenic or PGPB-treated lines and similarly for “more down-regulated”.

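With *P. migulae* 8R6, 1 of the 56932 genes tested was differentially-expressed against the control (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This gene, Csa08g050560, was higher, with an adjusted p of 0.0167. Before adjustment, 5475 genes (9.62% of those tested) had a p-value under 0.05, and 977 of them also changed more than 2-fold, 231 higher and 746 lower. The alternative that moved the count most was edgeR's exact test with the biological coefficient of variation (BCV) fixed at 0.2, which gave 883 genes. Leaving out control replicate 2 gave 80 genes, leaving out control replicate 3 gave 5, and leaving out control replicate 1 or any 1 of the *P. migulae* 8R6 libraries gave 0. The paper's supplementary list for this treatment holds 354 genes, and 348 of them had enough counts to be tested. All 348 changed in the direction that the list gives, 302 lower and 46 higher. Of these, 347 had an unadjusted p-value under 0.05 and 326 changed more than 2-fold. In 321 of the 348 genes (92.2%) the 3 treated libraries lay beyond the 3 control libraries, where chance gives 10% and the genes tested gave 14.5%. The list was chosen by the study on these same libraries, so this is not independent evidence.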

In vegetative tissues of plants treated with *P. migulae* 8R6, 29 genes were induced and 81 genes were down-regulated, while 226 genes were less induced and 18 genes were less down-regulated compared to the control (DH55 not treated with *P. migulae* 8R6) in the presence of salt (FDR ≤ 0.05 and expression ≥ twofold; Fig. 5; Supplemental Data 2). In the *35S::acdS* line, 27 genes were induced, 170 genes were down-regulated, 8 genes were more induced, 89 genes were less induced, 7 genes were more down-regulated and 10 genes were less down-regulated. 

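For the *35S::acdS* line, 0 of the genes tested were differentially-expressed against the control, and the smallest adjusted p was 0.608 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An unadjusted p-value under 0.05 was found for 4421 genes (7.77%). Among these, 173 genes were more than 2-fold higher and 765 more than 2-fold lower. With the BCV fixed at 0.2, edgeR's exact test gave 1041 genes. Of the 311 genes in the paper's list for this line, 303 could be tested, and all 303 changed in the listed direction, 259 lower and 44 higher. For 300 of them the unadjusted p-value was under 0.05, and in 293 (96.7%) the libraries of both groups did not overlap, against 14.2% of all genes tested and 10% by chance. This list, too, was drawn by the study from the same libraries.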

In the *rolD::acdS* line, 42 genes were induced, 368 genes were down-regulated, 12 genes were more induced, 357 genes were less induced, 26 genes were more down-regulated and 3 genes were less down-regulated compared to the control in the presence of salt. It is interesting to note that expression of *acdS* under the control of the *rolD* promoter had a much greater effect on the expression of salt-responsive genes than expression under the control of the much stronger CaMV *35S* promoter. 

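For the *rolD::acdS* line, the smallest adjusted p was 0.103 and 0 genes were differentially-expressed against the control (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Before adjustment, 4755 genes (8.35%) had a p-value under 0.05, of which 236 were more than 2-fold higher and 1064 more than 2-fold lower. Fixing the BCV at 0.2 gave 1351 genes in edgeR's exact test. Leaving out *rolD::acdS* replicate 1 gave 5 genes. The supplementary list of this line could be read only in part (696 genes, where the categories in the text add up to 808), so the overlap of this list with the genes that passed here was not computed.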

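The *rolD::acdS* and *35S::acdS* lines were also compared with each other. In this direct comparison, 0 genes were differentially-expressed, with a smallest adjusted p of 0.285 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p-value under 0.05 there were 7320 genes (12.9%), of which 669 were more than 2-fold higher and 625 more than 2-fold lower in the *rolD::acdS* line. When each comparison was fitted to its own 6 libraries alone, 15 genes differed between the lines. With edgeR's exact test and the BCV fixed at 0.2, 1370 genes differed. In tests added after the data had been examined, 818 differed with dispersions estimated for each gene and 115 with DESeq2. The count stayed at 0 with a BCV of 2, without a filter on low counts and with the replicate number as a block. The paper describes a much greater effect on salt-responsive genes for *acdS* with the *rolD* promoter than with the stronger CaMV *35S* promoter.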

In total, about 300 genes were differentially-regulated in the *35S::acdS* line, while the expression of about 800 genes was affected in the *rolD::acdS* line. Approximately, three times as many genes were less induced or more down-regulated in the *rolD::acdS* line compared to the *35S:*:*acdS* line or plants grown in soil treated with *P. migulae* 8R6 after exposure to salt.

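Counts of lower genes were compared between the 3 treatments with edgeR's exact test and dispersions estimated for each gene, a test chosen after the data had been examined. It gave 526 lower and 38 higher genes in the *rolD::acdS* line, 133 lower and 23 higher in the *35S::acdS* line, and 218 lower and 39 higher with *P. migulae* 8R6. On simulated data it called 72 unchanged genes, and 44 in a comparison without any change. Splits that mix treated and control libraries gave up to 802, 64 and 1613 genes, in the same order, where the labels gave 564, 156 and 257. The counts can therefore not be read as numbers of genes changed by treatment. The order depended on the test. With DESeq2, also chosen afterwards, 151 genes were lower in the *rolD::acdS* line, 15 in the *35S::acdS* line and 183 with *P. migulae* 8R6, and with the BCV fixed at 0.2 they were 1094, 759 and 771. With the first component of the deviations from the group means as a covariate, added afterwards too, they were 50, 0 and 195. In the exact test with gene-wise dispersions, 54 genes were lower in both *acdS* lines and 1 gene was lower in all 3 comparisons. With the quasi-likelihood test both of these counts were 0. At an unadjusted p-value under 0.05 and a change above 2-fold in limma's test on log2 CPM, 191 genes were lower in both *acdS* lines. The correlation across genes between the log2 fold changes of the *acdS* lines was 0.436, and simulated libraries without any change, which share their control libraries in the same way, gave a median of 0.53 (genes are not independent replicates).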

**Figure 5:**
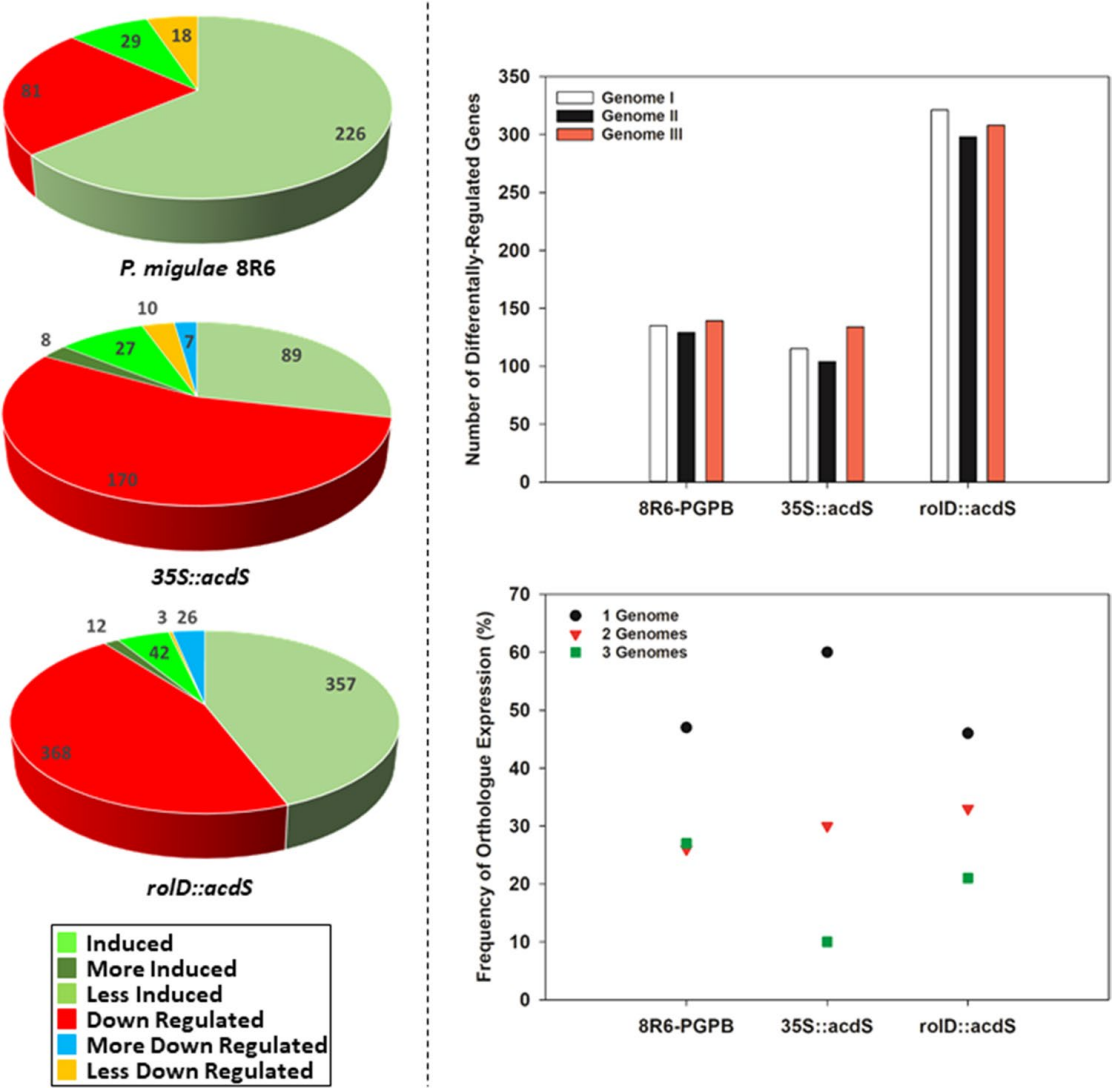
Differential-expression genes in vegetative tissue from *C. sativa* lines expressing *acdS* under the control of the *rolD* promoter or the constitutive CaMV *35S* promoter or from plants grown in soil treated with *P. migulae* 8R6 in the presence of salt (NaCl, 15 dS m^−1^). Left hand panel: Pie diagrams providing the number of genes that were differentially-regulated compared to the non-transgenic, untreated control. Right hand panel: plots representing the number of genes that were differentially-expressed on each of the *C. sativa* sub-genomes (top) and genome partitioning defined as the proportion of times when homeologous genes on one, two or three genomes were differentially-expressed (bottom). Genes with an FDR and p value ≤ 0.05 and with an absolute value of log 2 CPM higher than 1 were considered significant. Plots were drawn using SigmaPlot ver. 13.0 (Systat Software, Inc., San Jose, USA, www.systatsoftware.com).

Of the differentially-regulated genes in plants treated with *P. migulae* 8R6, approximately one third were assigned to each sub-genome with 121 assigned to Genome I, 110 to Genome II and 121 to Genome III. The fractional distribution in the *rolD::acdS* line was similar with 283 genes assigned to Genome I, 260 to Genome II and 284 to Genome III (Fig. 5). However in the *35S:*:*acdS* line, 120 genes were assigned to Genome III with only 101 assigned to Genome I and 89 to Genome II. An indication of partial genome partitioning in response to salt stress was found by examining the expression of homeologous genes. In plants grown in soil treated with *P. migulae* 8R6, 47% of the differentially-expressed genes were assigned to only one sub-genome, while 26% of the differentially-expressed genes (84 genes—42 homeologous pairs) were assigned to two sub-genomes, and 27% (87 genes—29 homeologous groups) were assigned to all three sub-genomes. In the *35S::acdS* line, 60% were assigned to only one sub-genome, while 30% (76 genes—38 homeologous pairs) were assigned to two sub-genomes, and only 10% (24 genes—8 homeologous groups) were assigned to all three sub-genomes. 

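The supplementary lists pair *C. sativa* genes with *A. thaliana* orthologs, which allowed homeologues outside a list to be examined where another list names them. For the genes listed with *P. migulae* 8R6, 11 such unlisted homeologues were tested. All 11 changed in the direction of the listed gene, and 7 of them had an unadjusted p-value under 0.05. For the *35S::acdS* list, 53 of 55 unlisted homeologues changed in the listed direction and 26 had an unadjusted p-value under 0.05. Agreement is favoured beforehand, since the other lists were made against the same control libraries. Genes of the other lists without a homeologue in the list followed the direction of their own list in 618 of 730 cases (84.7%) with *P. migulae* 8R6 and in 604 of 757 (79.8%) in the *35S::acdS* line, a comparison chosen after the data had been examined. Unadjusted p-values under 0.05 were less frequent in them than in the unlisted homeologues, at 90 of 730 (12.3%) and 135 of 757 (17.8%). Because the counts of homeologues can share reads, this difference does not show that the unlisted homeologues changed themselves. The *rolD::acdS* list, from which part of these genes come, was read only in part (696 of 808 genes). Homeologues that no list names could not be found in this way, and a difference between homeologues was not tested for these sets.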

In the *rolD::acdS* line, 33% (212 genes—106 homeologous pairs) were assigned to two sub-genomes, whereas 21% (132 genes—44 homeologous groups) were assigned to all three sub-genomes with the remainder being assigned to only one sub-genome (46%) (Fig. 5).

To confirm the RNA-Seq data, a set of differentially-expressed genes was chosen for quantitative ddPCR analysis (Supplemental Information 3). The expression profiles of the genes were very similar regardless of the method. 

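Of the 6 genes that the supplement names for ddPCR, 3 had enough RNA-Seq counts to be tested. Csa20g044800 had 27.2 ± 15 CPM (SD, n = 3) in plants treated with *P. migulae* 8R6 and 87.4 ± 28.5 CPM (SD, n = 3) in the control, a log2 fold change of -1.68 (standard error 0.51, adjusted p = 0.316 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 fold change was -0.73 in the *35S::acdS* line and 0.34 in the *rolD::acdS* line. For Csa07g039380 the log2 fold changes were -0.06 with *P. migulae* 8R6, -1.06 in the *35S::acdS* line and -0.08 in the *rolD::acdS* line. For Csa17g080380 they were -1.18, 0.74 and -0.08, in the same order. None of these 9 differences passed the threshold, and the unadjusted p-value was under 0.05 in 2 of them. The paper plots these genes relative to plants without salt, whereas the values here are against the salt-treated control. No ddPCR values were compared, so the agreement between the methods was not tested. The other 3 genes, Csa09g083890, Csa09g064270 and Csa07g015450, reached 0.5 CPM in only 2 libraries each and were not tested. In the control libraries, Csa09g083890 had between 0 and 290 counts. It had between 4 and 5 with *P. migulae* 8R6, 1 and 2 in the *35S::acdS* line and 0 and 5 in the *rolD::acdS* line. Without the filter on low counts its log2 fold changes were -5.06, -6.36 and -5.50, in the same order. The adjusted p-values ran from 0.137 to 0.519 in edgeR's quasi-likelihood test.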

A complete annotation of the genes that were differentially-expressed in vegetative tissues of these lines can be found in Supplemental Data 4 and are discussed further below. Heat maps superimposed on MapMan GO pathways were used to visualize systems that were altered in response to salt stress and are available in Supplemental Information 4.

## Systems and biochemical pathways altered by ACC deaminase during response to salt

### Photosynthesis

Salt treatment negatively impacts photosynthesis and the expression of genes related to photosynthesis; however, ACC deaminase positively affected the expression of some genes involved in photosynthesis upon salt treatment (Supplemental Data 2). Csa08g050560 (photosystem I subunit D-1) was less down-regulated and three genes involved in the photosystem II light harvesting complex were less down-regulated (Csa14g037480 and Csa06g036870) or induced (Csa01g001010) in vegetative tissues of plants grown in soil treated with *P. migulae* 8R6 compared to the control DH55 line under salt stress. 

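All 4 photosynthesis genes were higher with *P. migulae* 8R6, and 1 of them was differentially-expressed. Csa08g050560 had 72.6 ± 3.77 CPM (SD, n = 3) in plants treated with *P. migulae* 8R6 and 30.1 ± 2.34 CPM (SD, n = 3) in the control, a log2 fold change of 1.27 (standard error 0.13, adjusted p = 0.0167 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, its log2 fold change stayed between 1.21 and 1.31. Its adjusted p ranged from 0.0566 to 0.187 when control replicate 1 or any 1 of the *P. migulae* 8R6 libraries was left out, and was 0.0829 with the 6 libraries of this comparison alone. The 3 genes of the photosystem II light harvesting complex had log2 fold changes from 1.66 to 1.81 and adjusted p-values from 0.0698 to 0.237. In each of the 4 genes, the 3 treated libraries lay above the 3 control libraries.

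**Figure D1:**
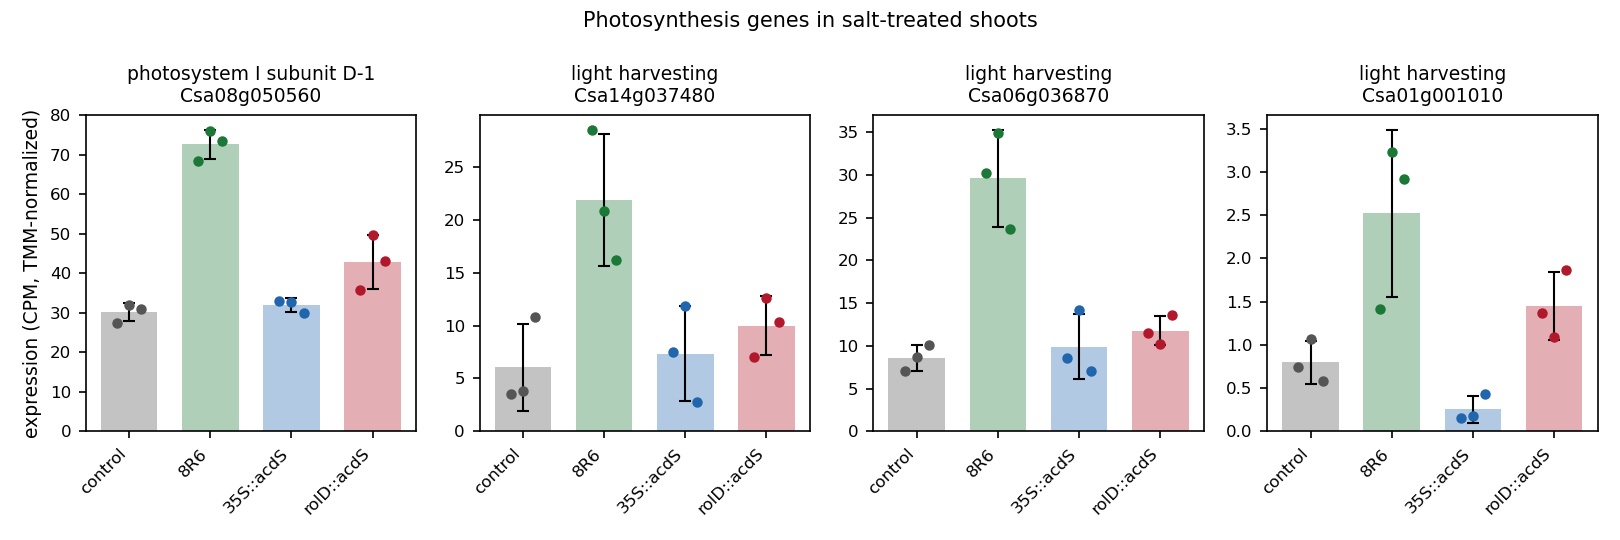
CPM of the 4 photosynthesis genes in each library, by group; bars are means, error bars are SDs (n = 3) and points are single libraries. The *P. migulae* 8R6 libraries of Csa08g050560 average 72.6 CPM and those of the control 30.2 CPM.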

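The chlorophyllase 1 gene Csa17g025490 had 12.8 ± 5.23 CPM (SD, n = 3) in the *35S::acdS* line and 27.5 ± 1.47 CPM (SD, n = 3) in the control. This was a log2 fold change of -1.12 (standard error 0.27, adjusted p = 0.608 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so the difference did not pass the threshold. The log2 fold change lay between -1.47 and -0.85 with each library left out in turn.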

In the *35S::acdS* line, Csa17g025490 (chlorophyllase 1) was down-regulated compared to the wild-type DH55 line during salt stress.

### Cell wall biosynthesis/modification and secondary metabolism

The plant cell wall provides a structural framework for the mechanical and physical properties of the cell and determines the amount of water uptake and cell expansion available to support plant growth^30^. In the *rolD::acdS* line, which expressed *acdS* at low levels in vegetative tissues, cell wall-related genes were mostly down-regulated (40 genes down-regulated, 8 genes less induced, 10 genes more down-regulated and only 2 genes induced) in response to salt stress compared to wild-type DH55 (Supplemental Data 2). Interestingly, in the *35S::acdS* line, which has 60-fold more *acdS* transcripts in vegetative tissues than the *rolD::acdS* line, only 9 cell wall-related genes were differentially-regulated (3 genes down-regulated, 2 genes more down-regulated, 1 gene less down-regulated and 3 genes induced).

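The *35S::acdS* list holds 9 cell wall genes, 5 lower and 4 higher, with log2 fold changes from -2.0 to 2.42. In the quasi-likelihood test 0 of the 9 were differentially-expressed, with a smallest adjusted p of 0.608, and all 9 had an unadjusted p-value under 0.05. Of the same 9 genes, 5 were lower in the *rolD::acdS* line. The part of the *rolD::acdS* list that could be read (696 of 808 genes) holds 58 cell wall genes. Of these 58 genes, 57 were lower in the *rolD::acdS* line, 55 had an unadjusted p-value under 0.05 and 0 were differentially-expressed (smallest adjusted p = 0.13, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fewer of them, 37, were lower in the *35S::acdS* line, where 11 had an unadjusted p-value under 0.05. Each list was drawn by the study from these same libraries, which favours fewer and smaller changes in the other line beforehand.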

Secondary metabolites accumulate during salt stress, for example anthocyanins and flavonoids are generated in response to salinity stress and during leaf senescence in *A. thaliana*^31^. However, genes involved in the synthesis of secondary metabolites in plants grown in soil treated with *P. migulae* 8R6, or in the lines expressing *acdS* were generally less-induced or down-regulated (Supplemental Data 2).

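The 10 secondary metabolism genes listed with *P. migulae* 8R6 were all lower, with log2 fold changes from -2.93 to -1.03, and the 13 listed in the *35S::acdS* line were all lower as well, from -1.90 to -0.98. In both lists every gene had an unadjusted p-value under 0.05 and 0 were differentially-expressed (smallest adjusted p-values 0.184 and 0.608, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 13 *35S::acdS* genes, 2 were lower with *P. migulae* 8R6 (median log2 fold change 0.24) and all 13 in the *rolD::acdS* line (median -0.41, 0 with an unadjusted p-value under 0.05). Of the 10 *P. migulae* 8R6 genes, 9 were lower in the *35S::acdS* line (median -0.92, 5 with an unadjusted p-value under 0.05) and 5 in the *rolD::acdS* line (median -0.04). Both lists were chosen against the same control libraries, which favours agreement between the comparisons beforehand.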

### Phytohormones

Hormones are essential for plant growth and development, and are essential for adaptation to adverse biotic and abiotic environmental factors. ACC deaminase directly impacts the production of ethylene by limiting the amount of its immediate precursor. Interestingly, this was also found to indirectly affect the expression of genes involved in the synthesis, regulation or responses associated with other plant hormones as described below.

#### Auxin

Five genes related to auxin metabolism, including those encoding IAA-amino acid hydrolase ILR1-like 4 (Csa14g060060) and IAA-amino acid conjugate hydrolase ILR1-like 6 (Csa14g049310, Csa03g046940 and Csa17g070920) were less induced after salt treatment in the vegetative tissues of plants grown in soil treated with *P. migulae* 8R6. 

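Csa14g060060 (ILR1-like 4) had 15.4 ± 1.79 CPM (SD, n = 3) in plants treated with *P. migulae* 8R6 and 40.5 ± 19.3 CPM (SD, n = 3) in the control, a log2 fold change of -1.40 (standard error 0.33, adjusted p = 0.211 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The ILR1-like 6 homeologues Csa14g049310, Csa03g046940 and Csa17g070920 had log2 fold changes of -1.45, -1.48 and -1.82. For all 4 genes the treated libraries lay below the control libraries, and none passed the threshold, with adjusted p-values from 0.132 to 0.211 and 4 unadjusted p-values under 0.05.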

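The SAUR genes Csa07g039520, Csa09g076010 and Csa16g035110 were higher in the *35S::acdS* line, with log2 fold changes of 1.65, 1.66 and 1.41. Csa07g039520 had 16.7 ± 4.54 CPM (SD, n = 3) in the *35S::acdS* line and 5.16 ± 2.71 CPM (SD, n = 3) in the control, with a standard error of 0.58 on its log2 fold change. Csa17g042390 had 1.54 ± 0.114 CPM (SD, n = 3) in the *rolD::acdS* line and 0.54 ± 0.118 CPM (SD, n = 3) in the control, a log2 fold change of 1.48 (standard error 0.34, adjusted p = 0.328). None of the 4 genes was differentially-expressed, with adjusted p-values from 0.328 to 0.633 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; the 4 unadjusted p-values were under 0.05.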

Five auxin-responsive genes encoding members of the Small Auxin Up RNA (SAUR) family, including Csa07g039520, Csa09g076010 and Csa16g035110 (SAUR 78), were induced or less down-regulated in the *35S::acdS* line, while Csa17g042390 (SAUR 66) was induced in the *rolD::acdS* line. 

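All 5 GH3 genes, Csa16g044890, Csa09g087450, Csa07g053230, Csa08g005200 and Csa10g003770, were lower in the *rolD::acdS* line. The log2 fold changes ran from -3.64 to -0.96 and the adjusted p-values from 0.332 to 0.573, so none was differentially-expressed (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), although the 5 unadjusted p-values were under 0.05. The lowest was Csa07g053230, with 0.529 ± 0.439 CPM (SD, n = 3) in the *rolD::acdS* line and 7.84 ± 5.84 CPM (SD, n = 3) in the control. Its log2 fold change of -3.64 had a standard error of 0.98. The control libraries of Csa10g003770 overlapped those of the *rolD::acdS* line.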

In the *rolD::acdS* line, five auxin-responsive genes encoding GH3 family proteins were down-regulated (Csa16g044890, Csa09g087450, Csa07g053230, Csa08g005200) or less induced (Csa10g003770) (Supplemental Data 2).

#### Gibberellic acid (GA)

Csa01g002510 and Csa07g046090, which encode GA-Stimulated Arabidopsis (GASA) 5 and 6, respectively, were the only GA-dependent genes that were differentially-expressed. These were less down-regulated and only in plants grown in soil treated with *P. migulae* 8R6 (Supplemental Data 2).

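Csa01g002510 (GASA 5) had 2.75 ± 0.453 CPM (SD, n = 3) in plants treated with *P. migulae* 8R6 and 0.86 ± 0.4 CPM (SD, n = 3) in the control, a log2 fold change of 1.63 (standard error 0.47, adjusted p = 0.297), and Csa07g046090 (GASA 6) had 2.19 ± 0.275 CPM (SD, n = 3) in plants treated with *P. migulae* 8R6 and 0.812 ± 0.175 CPM (SD, n = 3) in the control, a log2 fold change of 1.43 (standard error 0.35, adjusted p = 0.222). Both adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and both unadjusted p-values were under 0.05. The log2 fold changes of the pair in the *35S::acdS* line lay between 0.12 and 0.95, and in the *rolD::acdS* line between 0.17 and 0.37. Csa07g046090 had an unadjusted p-value of 0.0248 in the *35S::acdS* line in the same test. Compared directly with that line, it was higher with *P. migulae* 8R6 by 0.48 (unadjusted p = 0.176) and Csa01g002510 by 1.51 (unadjusted p = 0.00826), as log2 fold changes.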

#### Cytokinin

Cytokinin oxidase 3 (CKX3; Csa11g090460) catalyzes the degradation of cytokinins and was down-regulated fivefold in the *35S::acdS* line. 

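Csa11g090460 was counted at 0.0883 ± 0.0891 CPM (SD, n = 3) in the *35S::acdS* line and 0.575 ± 0.15 CPM (SD, n = 3) in the control, a log2 fold change of -2.40 (standard error 0.90, adjusted p = 0.633 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn the log2 fold change lay between -3.60 and -1.96. At this depth the gene was close to the detection limit, and its fold change depended on the pseudocount, reaching -0.53 in limma's test with a pseudocount of 1.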

Csa11g090460 and one of its homeologues (Csa02g061320) were less induced or down-regulated (78-fold), respectively, in the *rolD::acdS* under salt stress compared to the wild-type DH55. 

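In the *rolD::acdS* line, Csa11g090460 had 0 counts in all 3 libraries, so only a lower bound can be given. Set against the floor of 3 counts, its expression was at least 2.47-fold lower than in the control (adjusted p = 0.363 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Csa02g061320 reached 0.5 CPM in 2 libraries and was not tested. It had between 0 and 1 counts per library in the *rolD::acdS* line and between 5 and 21 in the control.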

Csa02g061320 was up-regulated 20-fold in the non-transgenic line by salt stress, again representing significant attenuation of the stress response (Supplemental Data 2).

#### Abscisic acid (ABA)

Genes encoding positive regulators of ABA signalling, namely 9-cis-epoxycarotenoid dioxygenase 3 (NCED; Csa19g021150 and Csa15g018820), which is involved in ABA biosynthesis, and ABA Insensitive 2 (Csa02g061490) were less induced, while that encoding ABA-induced PP2C5 (Csa05g012640) was down-regulated upon salt stress in plants grown in soil treated with *P. migulae* 8R6. The expression of genes encoding negative regulators of ABA signal transduction, including Highly ABA-Induced PP2C protein 1 (three homeologous genes Csa02g064780, Csa18g032370 and Csa11g092890), Highly ABA-Induced PP2C protein 2 (three homeologous genes Csa03g010830, Csa17g010800 and Csa14g008830) and PP2CA (Csa15g015150) were still induced by salt stress, but approximately threefold less in these plants. These genes were induced up to 250-fold in the control line in response to salt stress in the absence of PGPB (Supplemental Data 2).

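The 11 ABA genes named for *P. migulae* 8R6 were all lower than in the control. The grouping into positive and negative regulators is the paper's and was not tested here. Among the genes that it gives as negative regulators, Csa14g008830 had 9.47 ± 2.4 CPM (SD, n = 3) in plants treated with *P. migulae* 8R6 and 32.2 ± 9.09 CPM (SD, n = 3) in the control, a log2 fold change of -1.76 (standard error 0.26, adjusted p = 0.0792 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Csa02g064780 had 35.1 ± 20.7 CPM (SD, n = 3) in plants treated with *P. migulae* 8R6 and 125 ± 31.3 CPM (SD, n = 3) in the control, a log2 fold change of -1.84 (standard error 0.46, adjusted p = 0.227). The other 5 PP2C genes had log2 fold changes from -1.96 to -0.99. When the counts of the 3 Highly ABA-Induced PP2C protein 1 homeologues were added together, the log2 fold change was -1.84. Among the genes that the paper gives as positive regulators, Csa19g021150 (NCED3) had 6.72 ± 0.197 CPM (SD, n = 3) in plants treated with *P. migulae* 8R6 and 21.6 ± 12.3 CPM (SD, n = 3) in the control, a log2 fold change of -1.67 (standard error 0.43, adjusted p = 0.232). In the same group, Csa15g018820, Csa02g061490 and Csa05g012640 had log2 fold changes of -1.77, -1.03 and -2.15. None of the 11 genes was differentially-expressed, all 11 had unadjusted p-values under 0.05, and in Csa05g012640 alone the libraries of both groups overlapped. Across the 66 genes that the paper names for *P. migulae* 8R6 and that were tested, 63 passed the threshold when p-values were adjusted over the list alone and 1 when adjusted over all genes tested. As the study chose the list on these samples, the first count is not independent evidence.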

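The 11 ABA genes that the paper names for *P. migulae* 8R6 were examined in the *acdS* lines. Of these, 9 were lower than in the control in the *35S::acdS* line, with log2 fold changes from -1.71 to 0.25, and in the *rolD::acdS* line all 11 were lower, from -1.79 to -0.42. In each line 0 were differentially-expressed and 4 had an unadjusted p-value under 0.05. Lower values in these lines are favoured beforehand, since the genes were chosen as low against the same control libraries. The treatments were then compared directly. Against the *35S::acdS* line, all 11 genes were lower with *P. migulae* 8R6, and 6 differed at an adjusted p of 0.05 or less, adjusted over the list alone (19 ABA and JA genes). Against the *rolD::acdS* line all 11 were again lower, and 0 differed (smallest adjusted p = 0.0572 from edgeR's quasi-likelihood test). This 0 depended on the fit. Of the 19 genes, 4 differed from the *rolD::acdS* line, all of them JA genes, but 11 did with the replicate number as a block or without a filter on low counts, and 9 with the 6 libraries alone. Over all genes tested, 0 of the 11 differed in either comparison in the main fit, which has no replicate block. Pairing by replicate number is not excluded between *P. migulae* 8R6 and the *35S::acdS* line. There the block gave 14 of the 19 genes over the list alone, against 10 without it. The list was chosen by the study on these samples, so the counts over the list alone are not independent evidence.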

Contrary to the treatment with *P. migulae* 8R6, expression of *acdS* in *C. sativa* did not greatly affect the expression of genes involved in ABA biosynthesis or signal transduction. 

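Csa04g054460 had 0.385 ± 0.258 CPM (SD, n = 3) in the *rolD::acdS* line and 2.06 ± 1.82 CPM (SD, n = 3) in the control, a log2 fold change of -2.31 (standard error 0.84, adjusted p = 0.488 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Left out in turn, single libraries moved the log2 fold change between -2.90 and -1.24, the latter without control replicate 3.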

Csa04g054460, another homeologue of Csa05g012640 encoding PP2C5, a positive regulator of ABA signal transduction, was less induced (fivefold) compared to the non-transgenic line, but only in the *rolD::acdS* line. 

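Csa14g008830 was lower in both *acdS* lines. The *35S::acdS* libraries averaged 16.2 ± 4.99 CPM (SD, n = 3), a log2 fold change of -0.98 (standard error 0.26, adjusted p = 0.621), and the *rolD::acdS* libraries 13.6 ± 1.89 CPM (SD, n = 3), a log2 fold change of -1.23 (standard error 0.26, adjusted p = 0.313). Both adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In both lines the 3 libraries lay below the 3 control libraries. Between *P. migulae* 8R6 and each line the log2 fold change was -0.79 against *35S::acdS* (adjusted p = 0.133) and -0.54 against *rolD::acdS* (adjusted p = 0.433).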

Csa14g008830 encodes ABA-induced PP2C, a negative regulator of ABA signaling, and was less induced both in plants grown in soil treated with *P. migulae 8R6* and in the *acdS* transgenic lines. This gene was induced 70-fold in the wild-type DH55 control by salt stress (Supplemental Data 2).

#### Ethylene

As shown above, ACC deaminase reduces ethylene production in plants exposed to salt stress. 

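Csa03g031680 (ERF11) had 4.68 ± 0.781 CPM (SD, n = 3) in plants treated with *P. migulae* 8R6 and 11.4 ± 3.42 CPM (SD, n = 3) in the control, a log2 fold change of -1.28 (standard error 0.33, adjusted p = 0.227 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other ERF genes Csa17g039230, Csa01g017750, Csa14g063540 and Csa17g093440 and the RAP2.6 genes Csa03g046520 and Csa17g069360 were lower too. Over these 7 genes the log2 fold changes ran from -2.65 to -0.93 and the adjusted p-values from 0.136 to 0.26. None was differentially-expressed, and all 7 unadjusted p-values were under 0.05. In every one of the 7 the treated libraries lay below the control libraries.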

In accordance, genes encoding Ethylene Responsive Factors (ERF), such as Csa03g031680 and Csa17g039230 encoding ERF11, Csa01g017750 (ERF4), Csa14g063540 and Csa17g093440 encoding ERF8, as well as Csa03g046520 and Csa17g069360 (RAP2.6), which are involved in ethylene-activated signaling, were less induced in vegetative tissue of plants grown in soil treated with *P. migulae* 8R6 compared to the untreated control during salt stress. In the *35S::acdS* line, two other homeologues of Csa01g017750 encoding ERF4 (Csa15g019690 and Csa19g021900), Csa20g081680 (ERF2), as well as Csa11g018190 and Csa10g016710 (ACC synthase 7) were down-regulated or less induced after salt treatment. Similarly, Csa19g033660 (ERF1), Csa03g031680 (ERF11), Csa12g047140 and Csa11g064550 (ethylene responsive element binding factor 1; EBF1), as well as Csa20g081680, Csa18g002590 and Csa14g006260 (EBF2), which are involved in ethylene signaling, were down-regulated or less induced in the *rolD::acdS* line after salt treatment. 

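All 5 genes were lower in the *35S::acdS* line. The ERF4 homeologues Csa15g019690 and Csa19g021900 had log2 fold changes of -1.18 and -1.32, and Csa20g081680 (ERF2) one of -1.73. The ACC synthase 7 gene Csa11g018190 had 0.564 ± 0.48 CPM (SD, n = 3) in the *35S::acdS* line and 2.32 ± 1.19 CPM (SD, n = 3) in the control, a log2 fold change of -1.90 (standard error 0.74, adjusted p = 0.633), and Csa10g016710 a log2 fold change of -2.10 (standard error 0.95). None was differentially-expressed (adjusted p-values from 0.608 to 0.642, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 5 had unadjusted p-values under 0.05. Without *35S::acdS* replicate 2 the log2 fold change of Csa11g018190 was -3.02.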

Many genes involved in ethylene biosynthesis, including Csa14g006260 and Csa17g008270 (ACC oxidase 4), Csa03g001750 and Csa17g001950 (ACC synthase 2), as well as Csa11g018190, Csa12g025860 and Csa10g016710 (ACC synthase 7) were also down-regulated or less induced; these were induced up to 500-fold in wild-type DH55 after salt treatment. 

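The 13 ethylene genes named for the *rolD::acdS* line were all lower than in the control, with every *rolD::acdS* library below every control library, and none was differentially-expressed (adjusted p-values from 0.338 to 0.485, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), although all 13 had unadjusted p-values under 0.05. Csa03g031680 (ERF11) had a log2 fold change of -1.14 (standard error 0.33). For the ACC synthase 7 homeologues Csa11g018190 and Csa10g016710, all *rolD::acdS* libraries were at or under the floor of 3 counts. Against this floor their expression was at least 9.99-fold and 8.13-fold lower than in the control. Csa12g025860 had 0.19 ± 0.176 CPM (SD, n = 3) in the *rolD::acdS* line and 3.81 ± 2.77 CPM (SD, n = 3) in the control, a log2 fold change of -4.53 (standard error 1.13, adjusted p = 0.346). With each library left out in turn it lay between -5.38 and -3.75. The size of this change depended on the pseudocount, and in limma's test with a pseudocount of 1 the gene was 3.65-fold lower. Csa18g002590, also at the floor, was at least 4.79-fold lower. ACC oxidase 4 (Csa14g006260 and Csa17g008270) had log2 fold changes of -0.98 and -1.11, and ACC synthase 2 (Csa03g001750 and Csa17g001950) of -2.17 and -2.28. The paper names Csa14g006260 as EBF2 as well as ACC oxidase 4.

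**Figure D2:**
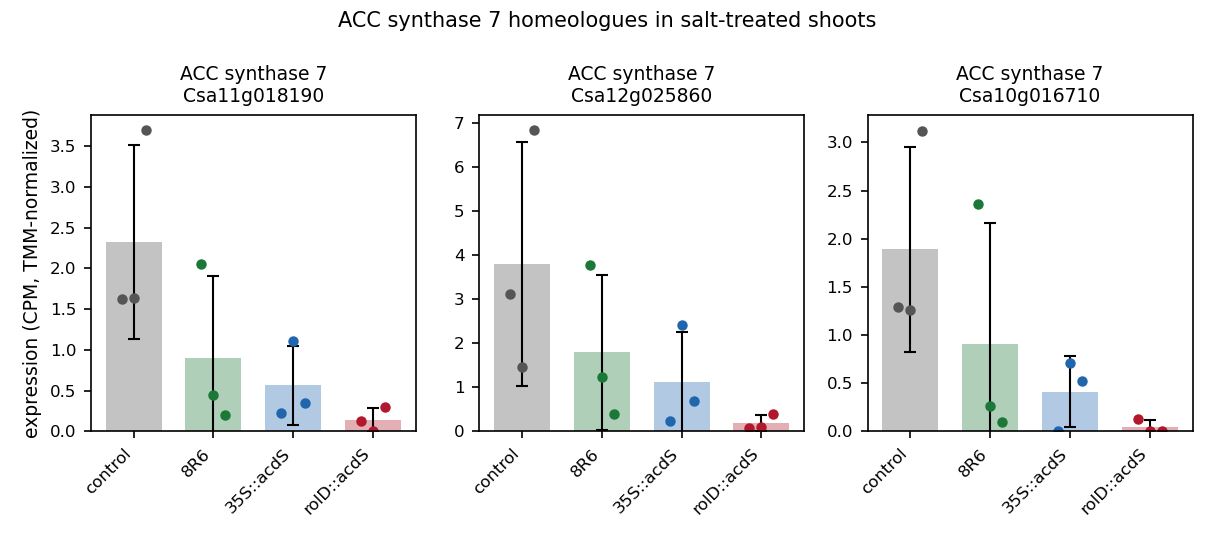
CPM of the 3 ACC synthase 7 homeologues in each library, by group; bars are means, error bars are SDs (n = 3) and points are single libraries. Csa12g025860 averages 0.19 CPM in the *rolD::acdS* line and 3.81 CPM in the control.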

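Csa08g022870 had 28.1 ± 14.6 CPM (SD, n = 3) in the *35S::acdS* line and 11.2 ± 3.3 CPM (SD, n = 3) in the control, a log2 fold change of 1.31 (standard error 0.35, adjusted p = 0.621 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and did not pass the threshold. Without *35S::acdS* replicate 1 its log2 fold change was 0.80.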

In fact, Csa08g022870 (Ethylene and Salt Inducible 3) was the only ethylene-related gene that was induced and only in the *35S::acdS* line (Supplemental Data 2).

#### Jasmonic acid (JA)

Several genes involved in JA biosynthesis were down-regulated in plants grown in soil treated with *P. migulae* 8R6 compared to the untreated control plants after salt treatment, while no genes related to JA biosynthesis or signaling were differentially-expressed in the vegetative tissues of the *acdS* transgenic lines. Genes involved in JA biosynthesis that were down-regulated or less induced in the *P. migulae* 8R6-treated plants included Csa17g023140 and Csa03g021200 (lipoxygenase 3), Csa07g039620 (lipoxygenase 4), Csa19g040810 and Csa01g038310 (oxophytodienoate-reductase 3), as well as Csa06g005320, Csa09g008880 and Csa03g038080 (allene oxide cyclase 1, 2 and 3). Most of these genes were highly induced (up to 26-fold) by salt stress in the untreated control (Supplemental Data 2).

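All 8 JA biosynthesis genes were lower with *P. migulae* 8R6, with log2 fold changes from -2.09 to -1.12. Among them, Csa03g038080 is also named by the paper as a biotic stress gene, under a different gene name. Csa03g021200 (lipoxygenase 3) had 8.55 ± 1.59 CPM (SD, n = 3) in plants treated with *P. migulae* 8R6 and 25.1 ± 9.88 CPM (SD, n = 3) in the control, a log2 fold change of -1.56 (standard error 0.25, adjusted p = 0.095 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). None of the 8 was differentially-expressed, and all had unadjusted p-values under 0.05. In Csa17g023140, Csa07g039620 and Csa01g038310 the libraries of both groups overlapped. Of the same 8 genes, 7 were lower in the *35S::acdS* line than in the control (log2 fold changes from -0.98 to 0.04) and 3 had an unadjusted p-value under 0.05. Of the 8 genes, 6 were lower in the *rolD::acdS* line (from -1.22 to 0.24), where 1 had an unadjusted p-value under 0.05. The control libraries are the same in all these comparisons, which favours lower values in both lines beforehand. Compared directly, all 8 were lower with *P. migulae* 8R6 than in either line, and 4 differed from the *35S::acdS* line and 4 from the *rolD::acdS* line when adjusted over the list alone (the 19 ABA and JA genes, chosen by the study on these samples); adjusted over all genes tested, 0 differed.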

### Protein degradation and cellular turnover

The environmental conditions surrounding plants are constantly changing and post-translational regulation of protein levels (regulatory and functional) is an important mechanism underlying adaptation^32^. 

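Protein degradation genes (a MapMan bin) make up 18 of the tested genes in the *P. migulae* 8R6 list and 15 in the *35S::acdS* list. With *P. migulae* 8R6, 17 of the 18 were lower than in the control, and in the *35S::acdS* line 14 of the 15 were lower. None was differentially-expressed (smallest adjusted p-values 0.0567 and 0.608, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every one had an unadjusted p-value under 0.05 in its own comparison. Of the 15 *35S::acdS* genes, 13 were also lower in the *rolD::acdS* line, where 11 had an unadjusted p-value under 0.05, and 12 with *P. migulae* 8R6, where 3 had. Of the 18 *P. migulae* 8R6 genes, 14 were lower in the *35S::acdS* line and 15 in the *rolD::acdS* line, where 6 and 7 had an unadjusted p-value under 0.05. Such agreement is favoured beforehand, since each list was chosen against the same control libraries that serve the other comparisons. It is therefore not independent evidence of a shared response.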

The ubiquitination pathway in particular plays a role in altering the plant proteome in response to environmental stresses^33,34^ and many genes involved in protein degradation/turnover were less induced, both in plants treated with *P. migulae* 8R6 and in the *acdS* transgenic lines, compared to the untreated, non-transgenic control during salt stress (Supplemental Data 2) providing evidence for a common mechanism regardless of the means for ACC deaminase delivery. Fully, 25% of the genes commonly down-regulated in the *acdS* transgenic lines were associated with protein degradation.

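As 0 genes passed the threshold as lower in both *acdS* lines, their share in protein degradation could not be given with the quasi-likelihood test. With edgeR's exact test and dispersions estimated for each gene, chosen after the data had been examined, 54 genes were lower in both lines. Of these, 53 were in the *35S::acdS* list, and 7 of the 53 (13.2%) were protein degradation genes. The share depended on the test. Among such listed genes it was 25% with DESeq2 (2 of 8), also chosen afterwards, and 9.57% with the BCV fixed at 0.2 (11 of 115).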

### Stress response

#### Abiotic stress

Plant stress responses and development are tightly connected processes and their precise regulation is required to maintain fitness when a stress is encountered. 

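The RD29B genes Csa18g023200 and Csa02g045340 were lower with *P. migulae* 8R6, with log2 fold changes of -2.37 and -2.20. Csa02g045340 had 5.4 ± 2.11 CPM (SD, n = 3) in plants treated with *P. migulae* 8R6 and 24.6 ± 9.92 CPM (SD, n = 3) in the control, with an adjusted p of 0.168. The RAB18 genes Csa18g042170, Csa11g104590 and Csa02g076390 had log2 fold changes of -1.25, -1.37 and -1.40. They were more abundant, and Csa18g042170 had 109 ± 22.9 CPM (SD, n = 3) in plants treated with *P. migulae* 8R6 and 260 ± 85.1 CPM (SD, n = 3) in the control. For all 5 genes the treated libraries lay below the control libraries. None was differentially-expressed (adjusted p-values up to 0.342, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the 5 unadjusted p-values were under 0.05.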

Eight genes related to different abiotic stresses were down-regulated or less induced in vegetative tissues of plants grown in soil treated with *P. migulae* 8R6 during salt stress, including two (Csa18g023200 and Csa02g045340) encoding Responsive to Desiccation 29B (RD29B)*.* Furthermore, three genes encoding Responsive to ABA 18 (RAB18; Csa18g042170, Csa11g104590 and Csa02g076390) were also less induced in these plants (Supplemental Data 2). The expression of both *RAB18* and *RD29B* was highly induced 68 and 244-fold, respectively, in vegetative tissues of untreated *C. sativa* upon exposure to salt stress (Supplemental Data 2).

Although Late Embryogenesis Abundant (LEA) proteins are classified under the GO category “development process”, many members of this family play an important role in the abiotic stress response and stress tolerance^35^. 

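The 9 LEA genes listed with *P. migulae* 8R6 had log2 fold changes from -3.01 to -1.42, with a median of -2.40. The smallest adjusted p was 0.211 and 0 were differentially-expressed (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); all 9 had an unadjusted p-value under 0.05. Only 2 of these 9 genes were lower than in the control in the *35S::acdS* line, where the median log2 fold change was 0.67. In the *rolD::acdS* line 8 were lower, with a median of -0.19. In both lines 0 of the 9 had an unadjusted p-value under 0.05. The study chose these genes for their change with *P. migulae* 8R6, which favours smaller changes in the *acdS* lines beforehand.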

Seven genes encoding LEA proteins were less induced and two were down-regulated in plants grown in soil treated with *P. migulae* 8R6 compared to the control (Supplemental Data 2). These were highly up-regulated (up to 185-fold) by salt stress in untreated *C. sativa* suggesting that ACC deaminase has impacted overall stress levels. In the *rolD::acdS* line, three homologous genes encoding LEA5 were less induced (Csa13g054850 and Csa02g005610) or down-regulated (Csa08g052090), as was a gene encoding NDR1/HIN1-like 6 (NHL6; Csa07g029570, less induced) which is also responsive to abiotic stress^36^.

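Csa08g052090 had 1.65 ± 0.0811 CPM (SD, n = 3) in the *rolD::acdS* line and 4.06 ± 0.803 CPM (SD, n = 3) in the control, a log2 fold change of -1.31 (standard error 0.46, adjusted p = 0.477 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The LEA5 genes Csa13g054850 and Csa02g005610 had log2 fold changes of -1.08 and -1.47, and Csa07g029570 (NHL6) one of -2.71. With each library left out in turn, the LEA5 values ran from -1.45 to -0.89 for Csa13g054850 and from -1.78 to -0.84 for Csa02g005610. Both could thus fall under a 2-fold change. None of the 4 was differentially-expressed, with 4 unadjusted p-values under 0.05, and in all 4 the *rolD::acdS* libraries lay below those of the control.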

#### Biotic stress

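Csa16g008730 had 0.386 ± 0.341 CPM (SD, n = 3) in plants treated with *P. migulae* 8R6 and 3.46 ± 3.62 CPM (SD, n = 3) in the control, a log2 fold change of -3.20 (standard error 1.11, adjusted p = 0.375 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The control libraries of this gene were spread over a wide range and overlapped the treated ones, and without control replicate 3 its log2 fold change was -1.86. Csa03g038080 had a log2 fold change of -1.49 (standard error 0.45). Neither gene was differentially-expressed, and both unadjusted p-values were under 0.05.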

Genes encoding AvrRrt2-Induced Gene1 (Csa03g038080) and Receptor-like protein 22 (Csa16g008730), which are involved in the response to bacterial pathogens, were the only genes related to biotic stress that were differentially-regulated in plants grown in soil treated with *P. migulae* 8R6. However, 11 genes related to biotic stress were less induced or down-regulated in the *35S::acdS* line under salt stress, including Csa16g038950 (Pathogenesis-Related Protein; PR5), Csa11g001970 and Csa10g001780 (Enhanced Disease Susceptibility 5; EDS5) and Csa11g032780 (Suppressor of *npr1*, constitutive 1) which were all less induced compared to the non-transgenic line after salt stress. 

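In the *35S::acdS* line, Csa16g038950 (PR5) had 17.6 ± 8.09 CPM (SD, n = 3) in the transgenic line and 40.1 ± 10.3 CPM (SD, n = 3) in the control, a log2 fold change of -1.17 (standard error 0.53, adjusted p = 0.642 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The EDS5 genes Csa11g001970 and Csa10g001780 had log2 fold changes of -1.46 and -1.76, and Csa11g032780 of -2.10. None of the 4 was differentially-expressed, and the 4 unadjusted p-values were under 0.05. Each had its 3 *35S::acdS* libraries below the 3 control libraries.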

In the *rolD::acdS* line, 28 genes related to biotic stress were less induced or down-regulated, including those encoding PR1 (Csa01g035420, Csa19g044900 and Csa15g064830), PR5 (Csa16g038950, Csa07g046470 and Csa09g079640), a PR5-like protein (Csa09g079620), and EDS5 (Csa10g001780 and Csa11g001970) (Supplemental Data 2).

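All 9 named genes were lower in the *rolD::acdS* line, and in all 9 the libraries did not overlap those of the control. Csa16g038950 (PR5) had 9.59 ± 2.02 CPM (SD, n = 3) in this line, a log2 fold change of -2.05 (standard error 0.55, adjusted p = 0.373 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Csa11g001970 (EDS5) had a log2 fold change of -2.67 (standard error 0.67) and an adjusted p of 0.346. The PR1 genes Csa01g035420, Csa19g044900 and Csa15g064830 had log2 fold changes from -3.85 to -3.74. None of the 9 was differentially-expressed, and 8 had an unadjusted p-value under 0.05, with Csa09g079640 as the exception. Compared directly with the *35S::acdS* line, all 9 were lower in the *rolD::acdS* line, 1 with an unadjusted p-value under 0.05 and 0 after adjustment; as the study chose them for low values in these *rolD::acdS* libraries, this direction is favoured beforehand.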

### Signalling

#### Transcription factors (TF)

The expression of several genes encoding NAC (NAM, ATAF1/2, CUC2-domain) transcription factors were less induced or down-regulated in plants grown in soil treated with *P. migulae* 8R6 and in the *acdS* transgenic lines compared to the wild-type control during salt treatment. For example, three homoleogous genes (Csa12g023460, Csa11g016750 and Csa10g015440) which encode Responsive to Desiccation 26 (RD26, NAC domain-containing 72) were induced threefold less in *P. migulae* 8R6-treated plants. Genes encoding NAC019 (Csa17g093080, Csa14g063210, and Csa03g060000), NAC055 (Csa01g018090 and Csa19g022270) and NAC102 (Csa18g037380) were less induced in *P. migulae* 8R6-treated plants, as well as in the *rolD::acdS* (NAC019 and NAC055) and *35S::acdS* lines (NAC102). However, all three homeologues encoding NAC019 were less induced in the *P. migulae* 8R6-treated plants, while only the homeologue on sub-genome III (Csa03g060000) was less induced in the *rolD::acdS* line. 

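The RD26 genes Csa12g023460, Csa11g016750 and Csa10g015440 had log2 fold changes from -2.06 to -1.87 with *P. migulae* 8R6, and Csa10g015440 had 18.2 ± 8.62 CPM (SD, n = 3) in plants treated with *P. migulae* 8R6 and 76.1 ± 44 CPM (SD, n = 3) in the control. With the counts of the 3 homeologues added together the log2 fold change was -1.96 (adjusted p = 0.231, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For the 3 NAC019 homeologues added together it was -1.81 (adjusted p = 0.161). NAC055 (Csa01g018090 and Csa19g022270) had log2 fold changes of -1.67 and -1.24, with overlapping libraries in Csa19g022270. NAC102 (Csa18g037380) had 22.9 ± 1.65 CPM (SD, n = 3) in plants treated with *P. migulae* 8R6 and 42.4 ± 6.39 CPM (SD, n = 3) in the control, a log2 fold change of -0.89 (standard error 0.18, adjusted p = 0.173), which is under a 2-fold change. None of these 9 genes was differentially-expressed, and all had unadjusted p-values under 0.05.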

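With *P. migulae* 8R6 the NAC019 homeologues Csa17g093080, Csa14g063210 and Csa03g060000 had log2 fold changes of -1.70, -1.81 and -2.04 (adjusted p-values 0.175, 0.169 and 0.0857 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the *rolD::acdS* line they were -0.80, -0.87 and -1.25 (adjusted p-values 0.562, 0.539 and 0.346), so all 3 were lower in this line and none was differentially-expressed, with 3 unadjusted p-values under 0.05. The difference between homeologues was tested itself, on log2 CPM averaged over libraries, which gives values other than the fitted ones above. On this measure the change of Csa03g060000 in the *rolD::acdS* line differed by -0.51 from that of Csa17g093080 and by -0.45 from that of Csa14g063210, with a p of 0.1 in both cases (two-sided exact permutation test, 3 libraries against 3, for which 0.1 is the smallest p).

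**Figure D3:**
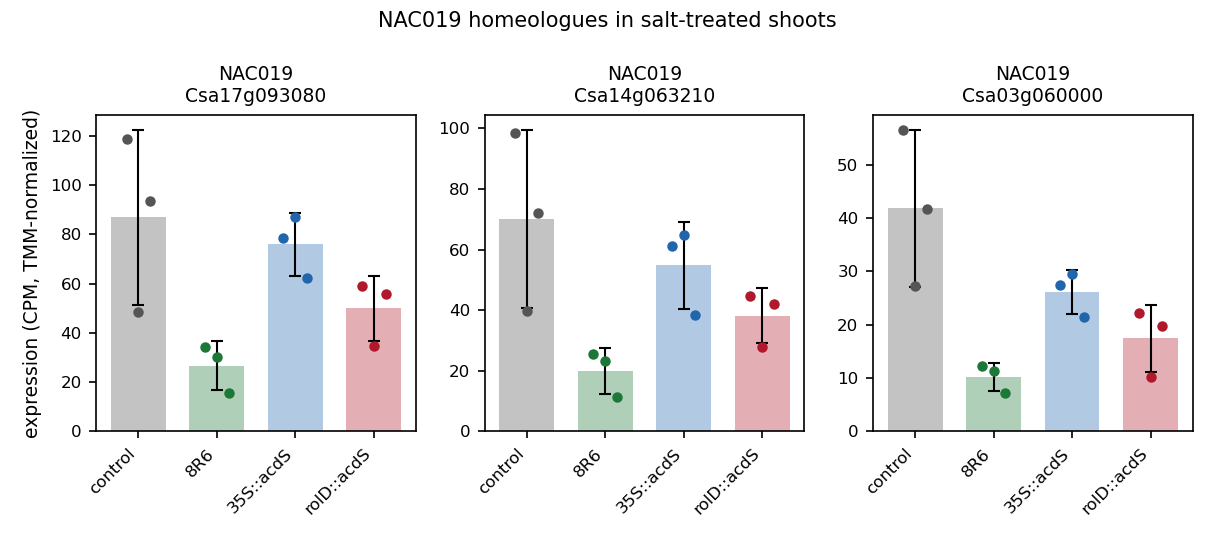
CPM of the 3 NAC019 homeologues in each library, by group; bars are means, error bars are SDs (n = 3) and points are single libraries. Csa03g060000 averages 17.4 CPM in the *rolD::acdS* line, 10.2 CPM with *P. migulae* 8R6 and 41.8 CPM in the control.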

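In the *35S::acdS* line Csa18g037380 (NAC102) averaged 21.7 ± 4.51 CPM (SD, n = 3), a log2 fold change of -0.96 (standard error 0.18, adjusted p = 0.608 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Csa02g004650 (NAC067) and Csa05g002390 (NAC043) had log2 fold changes of -0.98 and -1.12. None of the 3 was differentially-expressed, with 3 unadjusted p-values under 0.05.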

Genes encoding NAC102 (Csa18g037380), NAC067 (Csa02g004650) and NAC043 (Csa05g002390), were less induced or down-regulated in the *35S::acdS* line. In the *rolD::acdS* line, genes encoding NAC019 (Csa03g060000) and NAC055 (Csa19g022270), and other NAC proteins such as NAC036 (Csa19g053810), NAC042 (Csa05g007460), NAC067 (Csa02g004650), NAC069 (Csa02g004670) and NAC087 (Csa13g021170) were less induced or down-regulated (Supplemental Data 2).

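The log2 fold change of Csa03g060000 in the *rolD::acdS* line had a standard error of 0.31. NAC036, NAC042, NAC067, NAC069 and NAC087 (Csa19g053810, Csa05g007460, Csa02g004650, Csa02g004670 and Csa13g021170) had log2 fold changes from -3.01 to -1.06, and NAC055 (Csa19g022270) one of -0.98, with libraries that overlapped those of the control. Over the 7 genes the adjusted p-values ran from 0.329 to 0.427 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so none was differentially-expressed, and the 7 unadjusted p-values were under 0.05. Without control replicate 3, Csa13g021170 had a log2 fold change of -0.63.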

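The *P. migulae* 8R6 list holds 47 tested transcription factor genes (by MapMan bin), 44 lower and 3 higher, all with an unadjusted p-value under 0.05 and 0 differentially-expressed (smallest adjusted p = 0.0792, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Csa03g023030 (ERF17) had a log2 fold change of -2.42 (standard error 0.78). The DREB2A homeologues Csa13g007380, Csa20g006670 and Csa08g059070 had log2 fold changes from -1.35 to -1.30, and -1.33 with their counts added together. Of the 47 genes, 38 were lower in the *35S::acdS* line, 10 with an unadjusted p-value under 0.05, and in the *rolD::acdS* line 40 were lower, 13 with an unadjusted p-value under 0.05. As the list was chosen against the same control libraries, this agreement in direction is favoured beforehand.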

In total, 48 genes encoding other TFs, mostly from the AP2/EREBP, WRKY, MYB and zinc finger (ZF) families, including ERF17 (Csa03g023030), Dehydration Responsive Element-binding Protein 2A (DREB2A; Csa13g007380, Csa20g006670 and Csa08g059070), and AP2.6 (Csa03g046520 and Csa17g069360) were less induced or down-regulated in plants grown in soil treated with *P. migulae* 8R6. All of these genes were highly up-regulated (up to 116-fold) by salt stress in untreated control plants in response to salt. Two homeologous genes (Csa18g029750 and Csa11g090310) and Csa18g024230 encoding a MYB-like TF were the only TF genes that were induced in plants grown in soil treated with *P. migulae* 8R6 (Supplemental Data 2). 

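Csa18g029750 had 2.95 ± 0.847 CPM (SD, n = 3) in plants treated with *P. migulae* 8R6 and 1.07 ± 0.277 CPM (SD, n = 3) in the control, a log2 fold change of 1.44 (standard error 0.39, adjusted p = 0.252 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Csa11g090310 and Csa18g024230 had log2 fold changes of 1.35 and 1.00. All 3 genes had their treated libraries above the control libraries and an unadjusted p-value under 0.05, and none was differentially-expressed.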

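The MYB74 homeologues Csa02g009840, Csa08g049290 and Csa13g053050 had log2 fold changes from -2.49 to -2.36 with *P. migulae* 8R6. Csa13g053050 had 2 ± 1.22 CPM (SD, n = 3) in plants treated with *P. migulae* 8R6 and 10.6 ± 5.42 CPM (SD, n = 3) in the control, with an adjusted p of 0.191 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the counts of the 3 homeologues added together the log2 fold change was -2.43. The MYB102 homeologues Csa11g025000, Csa12g036900 and Csa10g021970 had log2 fold changes from -1.84 to -1.52, and -1.68 when added together. MYB20 (Csa16g023660) and MYB108 (Csa01g007530) had log2 fold changes of -1.67 and -1.93. For these 8 genes the treated libraries lay below the control libraries, the unadjusted p-values were under 0.05 and none was differentially-expressed.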

Of the genes encoding MYB TFs that were less induced in the *P. migulae* 8R6-treated plants under salt stress, some of the more notable ones encoded MYB20 (Csa16g023660), MYB74 (Csa02g009840, Csa08g049290 and Csa13g053050), MYB102 (Csa11g025000, Csa12g036900 and Csa10g021970) and MYB108 (Csa01g007530). In response to salt stress in untreated *C. sativa*, genes encoding MYB20 and MYB108 were up-regulated tenfold, MYB102 up to 40-fold and AtMYB74 up to 1500-fold (Supplemental Data 2).

In total, 16 and 64 genes encoding TFs (other than NAC) were less induced or down-regulated in the *35S::acdS* and *rolD::acdS* transgenic lines, respectively, with most encoding members of the AP2/EREBP, WRKY, MYB, ZF and basic Helix-Loop-Helix (bHLH) families. Among those in common, four genes were less induced, including Csa18g010220 (bHLH 92) which is involved in regulating the circadian clock in *A. thaliana*^37^, or down-regulated, such as Csa02g073920 which encodes WRKY51 and is involved in repression of JA signaling^38^. 

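Csa18g010220 (bHLH 92) had 0.165 ± 0.0597 CPM (SD, n = 3) in the *rolD::acdS* line and 2.76 ± 1.69 CPM (SD, n = 3) in the control, a log2 fold change of -3.89 (standard error 0.98, adjusted p = 0.347). In the *35S::acdS* line its log2 fold change was -1.76 (standard error 0.76, adjusted p = 0.636). Csa02g073920 (WRKY51) had 0.291 ± 0.0756 CPM (SD, n = 3) in the *rolD::acdS* line and 2.66 ± 1.83 CPM (SD, n = 3) in the control, a log2 fold change of -3.22 (standard error 0.75, adjusted p = 0.33), and in the *35S::acdS* line 0.35 ± 0.328 CPM (SD, n = 3), a log2 fold change of -2.69 (standard error 0.69, adjusted p = 0.621). The adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Neither gene was differentially-expressed in either line, and the 4 unadjusted p-values were under 0.05. Without *35S::acdS* replicate 2, the log2 fold change in that line was -2.86 for Csa18g010220 and -3.94 for Csa02g073920.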

Over-expression of some genes encoding WRKY TFs increases tolerance against some biotic and abiotic stresses; however, the beneficial effects were often accompanied by some undesirable phenotypes^39^. In the *rolD::acdS* line, genes encoding WRKY25, 30, 31, 33, 38, 47, 50, 51, 53 and 70 were less induced or down-regulated (2 to 40-fold) compared to the wild-type line under salt stress (Supplemental Data 2).

Csa19g025930 encodes a TF with a TCP domain (Branched 1) and was less induced in the *35S::acdS* line. No genes encoding AP2/EREBP TFs were differentially-regulated in the *35S::acdS* line, while two genes encoding bZIP TFs (Csa06g033960 and Csa09g070700) were less down-regulated and one encoding a Homeobox protein (Csa11g094320) were down-regulated. 

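Csa06g033960 and Csa09g070700 were higher in the *35S::acdS* line. Csa06g033960 had 20.1 ± 5.1 CPM (SD, n = 3) in the *35S::acdS* line and 7.83 ± 1.29 CPM (SD, n = 3) in the control, a log2 fold change of 1.34 (standard error 0.36, adjusted p = 0.621 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Csa09g070700 a log2 fold change of 1.21. Csa19g025930 (Branched 1) had 0.631 ± 0.207 CPM (SD, n = 3) in the *35S::acdS* line and 1.88 ± 0.164 CPM (SD, n = 3) in the control, a log2 fold change of -1.51 (standard error 0.31, adjusted p = 0.608). These 3 genes had unadjusted p-values under 0.05 and none was differentially-expressed. Csa11g094320 had between 0 and 1 counts per library in the *35S::acdS* line and between 5 and 9 in the control, and was not tested.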

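Csa14g016230 (RAV1) had a log2 fold change of -1.21 in the *rolD::acdS* line. Csa16g028940 and Csa07g034530 (RAV2) had log2 fold changes of -2.77 and -3.34, and the Tempranillo 1 genes Csa14g032810 and Csa03g029510 of -1.71 and -1.92. With each library left out in turn, that of Csa07g034530 lay between -7.71 and -2.62. The adjusted p-values of these 5 genes ran from 0.321 to 0.431 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so none was differentially-expressed; their unadjusted p-values were under 0.05 and their libraries did not overlap those of the control. Csa12g027700 had between 1 and 2 counts per library in the *rolD::acdS* line and between 7 and 14 in the control, and was not tested.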

Eleven genes encoding AP2/EREBP TFs were less induced or down-regulated in the *rolD::acdS* line (Supplemental Data 2); these included Csa14g016230 (Regulator of the ATPase of the vascular membrane, RAV1), Csa16g028940 and Csa07g034530 (RAV2 or Tempranillo 2), Csa14g032810 and Csa03g029510 (Tempranillo 1) which were down-regulated and Csa12g027700 (C-Repeat/DRE binding factor 2; CBF2) which was induced fourfold less compared to the non-transgenic line after salt treatment. Four genes encoding B3 or bHLH TFs were induced or less down regulated.

## Discussion

In a previous study, *C. sativa* plants grown in soil amended with PGPB that produce ACC deaminase or lines expressing the bacterial *acdS* gene grew better in a salt mixture formulated to mimic naturally saline soils on the North American prairies^16^. Most other published studies on salinity tolerance use only NaCl, therefore, the studies described herein and a prior study on the root transcriptome^18^ used NaCl at the same EC values as the natural saline compositions. Regardless of the type of salt treatment, *C. sativa* lines expressing *acdS* or plants grown in soil treated with PGPB exhibited less decline in shoot length and weight, and reduced impact on chlorophyll content and photosynthetic yield. PGPB mutants lacking *acdS* also positively impacted certain aspects related to salinity tolerance, such as photosynthetic yield, though to a lesser degree than the wild-type strains, which may be attributed to the ability of these strains to promote plant health by producing plant growth-regulators and increasing the solubility of soil minerals^40^. It is noted here that transcript abundance generally, but does not always, correlate with protein levels. However, this type of study permits examination of a broad suite of pathways and provides clues as to the mechanisms underlying tolerance to salinity stress as discussed below.

### Impact of ACC deaminase on photosynthesis

Salt treatment negatively impacts photosynthesis and the expression of genes related to photosynthesis. ACC deaminase reduced the negative effect of salt on photosynthesis by inducing the expression of genes involved in photosystem I or II and the light harvesting complex, as in plants grown in soil treated with *P. migulae* 8R6, or by reducing the expression of chlorophyllase, as in the *35S::acdS* line. Chlorophyllase is involved in chlorophyll degradation^41^ and reducing its activity improves photosynthetic efficiency and plant productivity under stress conditions^42^. 

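In the *rolD::acdS* line, the 4 photosynthesis genes named for *P. migulae* 8R6 had log2 fold changes from 0.45 to 0.86 against the control, all in the direction seen with *P. migulae* 8R6. The smallest adjusted p was 0.346 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0 were differentially-expressed and 1 had an unadjusted p-value under 0.05. The log2 fold changes of the same genes in the *35S::acdS* line ran from -1.69 to 0.28. These genes were named as higher than the same control libraries, which favours the same direction in the lines beforehand.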

While photosynthetic capacity improved in the *rolD::acdS* line, no significant differences were observed in the expression of photosynthetic genes in the vegetative tissues of this line after salt treatment compared to the non-transgenic line. Interestingly, photosynthetic genes are also expressed in root tissues^12,43^ and ACC deaminase delivered by PGPB or in transgenic *C. sativa* lines attenuates the negative impact of salt on their expression^18^.

This raises the possibility that sensing of salinity stress in roots and subsequent alteration in the expression of photosynthesis-related genes in roots affects photosynthetic capacity in vegetative tissues. The root meristem harbors cells that sense salt stress^44^and this can direct the behavior of other tissues, such as the closure of leaf stomata within seconds after exposure of roots to salt^45^.

### Phytohormones

Ethylene signaling is essential for regulating plant growth and development in response to different environmental stresses and, specifically, is important for acclimation to saline conditions^46,47^. However, elevated levels of ethylene impede plant growth leading to smaller rosettes, earlier flowering and reduced seed production^48^, as well as the onset of senescence, chlorosis and leaf abscission^14^, and a negative feedback mechanism by ethylene has been proposed in salinity stress^49^. In the current study, the level of ethylene was found to be lower in *C. sativa* plants exposed to salt which seemed incongruent with its role in salinity stress; however, it should be noted that we sampled 13 days after the application of salt and very few studies have examined the response to chronic salt exposure^50^. Furthermore, increases in ethylene production associated with salt exposure recover to control levels within 24 h after treatment in salt-tolerant species^51^. *Camelina sativa* is comparatively salt-tolerant and this data supports the notion that ethylene production/sensitivity may already be highly regulated in this species, but that ACC deaminase helps to reduce levels under salt stress even further. Indeed, the expression of many genes involved in ethylene synthesis or ethylene signaling are highly induced in *C. sativa* by salt treatment, for example *ACC synthase 2* and *7* were induced almost 400- and 500-fold, respectively^12^. The negative effect of ACC synthase and ACC oxidase, and resultant ethylene biosynthesis on salt tolerance has been documented^49,52^. The effect of high levels of stress ethylene can be reduced by ACC deaminase application which restores normal plant growth habit while inducing systemic tolerance under stress^14–16,53^. In the current study, not only ethylene, but the expression of genes involved in ethylene synthesis or ethylene signaling was reduced by ACC deaminase application. This indicated that the ability of ACC deaminase to diminish or attenuate the ethylene response goes beyond simply lowering ethylene levels, but also impacts the expression of genes involved in its synthesis and responsiveness.

Comparison of the phenotypes and the expressed genes in the *35S::acdS* and *rolD::acdS* lines indicated that moderate *acdS* expression was more effective than high expression in eliminating the negative effects of ethylene production caused by salt stress. The expression of *acdS* was 60-fold higher in the *35S::acdS* line compared to the *rolD::acdS* line; however, the number of ethylene-related genes that were differentially-expressed (mostly down-regulated or less induced) was three times higher in the *rolD::acdS* line. In addition, the down-regulation or the attenuation of induction was more severe in the *rolD::acdS* line, for example the three homeologous genes encoding ACC synthase 7- were 27-fold less induced in the *rolD::acdS* line, but only five-fold less in the *35S::acdS* line compared to the wild-type line upon salt treatment. 

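The *rolD::acdS* and *35S::acdS* lines were compared directly for the ACC synthase 7 genes. The log2 fold change of Csa12g025860 between the lines was -2.88 (standard error 1.27, adjusted p = 0.38 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Csa11g018190 and Csa10g016710 the *rolD::acdS* libraries were at the floor, and the adjusted p-values of the direct comparison were 0.438 and 0.496. All 13 ethylene genes named for the *rolD::acdS* line were lower in it than in the *35S::acdS* line, 2 of them with an unadjusted p-value under 0.05 and 0 differentially-expressed. The study chose these genes for low values in the same *rolD::acdS* libraries, which favours this direction beforehand. Of the ethylene genes named for *P. migulae* 8R6, 2 of 7 were lower in the *rolD::acdS* than in the *35S::acdS* line, and of those named for the *35S::acdS* line 4 of 6. Of these 4, Csa20g081680, Csa11g018190 and Csa10g016710 are also named for the *rolD::acdS* line. The other, Csa08g022870, is named as induced in the *35S::acdS* line, so the direction of all 4 is favoured beforehand too. From the phenotypes of the 2 lines together with their expressed genes, the paper reasons that moderate *acdS* expression was more effective than high expression.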

Some controversy exists with respect to the role of ethylene in salt stress tolerance in different plants, for example over-expression of genes encoding a number of ERFs enhanced salt tolerance in *A. thaliana*^54^. In the transgenic lines expressing *acdS*, genes involved in ethylene biosynthesis, such as those encoding ACC synthase or ACC oxidase, were less induced compared to the wild-type line after salt treatment. However, in plants grown in soil treated with *P. migulae* 8R6, most of the genes related to ethylene that were less induced encoded negative regulators of ethylene signaling^55^. This seems counter-intuitive as down-regulation of a negative regulator should enhance the effect of ethylene. However, several of these regulators are also involved in crosstalk between ethylene and ABA signaling, such as ERF4, ERF7 and ERF12^55,56^, and, therefore, the actual mechanism and interplay is likely far more complex.

Auxin signalling and cross-talk also appear to have been affected by ACC deaminase as several auxin-responsive genes encoding members of the Small Auxin Up RNA (SAUR) family were up-regulated in the *35S::acdS* and *rolD::acdS* lines. SAUR 76–78 affect ethylene receptor signaling and promote plant growth^57^. Furthermore, in the *rolD::acdS* line and in plants grown in soil treated with *P. migulae 8R6*, several auxin-responsive genes encoding GH3 family proteins and/or IAA-amino acid hydrolases, which regulate auxin homeostasis by conjugating excess auxins to amino acids^58,59^, were less induced. Auxin conjugates compartmentalize auxins to sequester excess IAA or to protect the free acid from peroxidative degradation^58,60^.

The expression of ABA-dependent genes is highly up-regulated (up to 230-fold) in wild type *C. sativa* in response to salt treatment^12^. However, in vegetative tissues of plants grown in soil treated with *P. migulae* 8R6, genes encoding enzymes involved in ABA biosynthesis (NCED) or positive regulators of ABA signal transduction (Insensitive 2 and PP2C5) were less induced, as were several genes encoding negative regulators of ABA signal transduction. This implies that ABA is important for salt tolerance, but that a balance between the positive effect of ABA on stress tolerance and its negative effect on growth and development is necessary. After sensing salinity, two type of reactions (immediate and long-term response) are coordinated by ABA. The immediate response involves inhibition of cell elongation; however, upon prolonged exposure to salt stress, ABA promotes plant growth, but at a lower rate than in the absence of salt stress^44^. The extent of growth recovery depends on the capacity of the plant for acclimation^44,61^. Contrary to the treatment with *P. migulae* 8R6, expression of *acdS* in transgenic *C. sativa* did not greatly affect the expression of genes involved in ABA biosynthesis or signal transduction indicating that ACC deaminase may not be the only reason for the PGPB-mediated effect.

In general, treatment of soil with a *P. migulae* 8R6 strain producing ACC deaminase negatively affected ethylene signaling, auxin and JA biosynthesis and signalling. In addition, ABA production and signalling was also altered in a way that likely reduces the adverse effect of ABA on plant growth and productivity during salt stress. However, PGPB treatment seems to have had a positive effect on the regulation of the GA signaling. In plants expressing *acdS*, the expression of the genes involved in auxin signalling was positively affected, while the expression of genes involved in cytokinin degradation and ethylene biosynthesis was negatively affected. Fine-tuning of ABA signaling may also be occurring.

### Stress response and leaf senescence

Exposure to biotic and/or abiotic stresses redirects plant physiological activity from vegetative growth towards resistance or defense activation. Tuning the regulation of the corresponding genes is crucial to maximizing plant fitness while not unnecessarily compromising plant growth and development^62,63^. For example, accumulation of plant secondary metabolites, such as anthocyanins and flavonoids, which increase salinity resistance in plants, accompanies leaf senescence and reduces plant yield and biomass^31,64^. The overall trend in the transcriptome data showed a reduction in ethylene production and down-regulation of genes involved in the accumulation of stress-related secondary metabolites in the presence of ACC deaminase.

In addition to the impact on secondary metabolism, several genes encoding NAC transcription factors, including RD26, NAC019, NAC055 and NAC102, and genes encoding RD29B and Responsive to ABA 18, were all down-regulated or less induced in plants grown in soil treated with *P. migulae* 8R6 and the transgenic lines during salt stress. These transcription factors regulate the biotic and abiotic stress response and play essential roles in senescence and chlorophyll degradation^65,66^. Salinity and ethylene both induce leaf senescence^67^. *rd29a* and *rd29b* mutant lines display greater root growth, photosynthesis, and water use efficiency under salt stress^68^ and RD26 is a positive regulator of age and dark-induced leaf senescence in addition to its role in desiccation^69^. NAC019 functions downstream of ethylene insensitive 2 (EIN2) and EIN3, ethylene-activated transcription factors necessary for the enhanced salt tolerance^70^; however, NAC019, NAC055 and NAC102 are positive regulators of leaf senescence^66,67,71^. Two genes encoding Yellow-leaf Specific Gene 5 and 9, and a gene encoding ULTRAPETALA1 were also less induced in plants grown in soil treated with *P. miguale 8R6*. The expression of these genes was up-regulated up to 244-fold by salt in vegetative tissues of untreated *C. sativa*. Yellow-leaf Specific Gene 5 and 9 are involved in leaf senescence and ULTRAPETALA1 acts as a negative regulator of shoot, floral meristem size and flower development^72^.

In addition to the lower induction or down-regulation of genes encoding NAC TFs in the *rolD::acdS* line, genes encoding RAV1 (Related to ABI3/VP11), Tempranillo 1 and Tempranillo 2, and several WRKY TFs (WRKY25, 30, 31, 33, 38, 47, 50, 51, 53 and 70) were less induced or down-regulated. The expression of these genes was up-regulated up to 1000-fold by salt stress in wild-type *C. sativa*. RAV1 is a negative regulator of growth and a positive regulator of leaf senescence. *A. thaliana* lines over-expressing *RAV1* exhibit strong growth retardation and a semi-dwarf stature^73^. *TEM1* and *TEM2* delay flowering and induce leaf senescence when over-expressed in *A. thaliana* and seed germination is more inhibited by salt stress^73,74^. Over-expression of some WRKY genes was reported to increase tolerance to some biotic and abiotic stresses; however, the beneficial effects were often accompanied by unwanted phenotypes^39^. WRKY TFs are the second largest family of TFs involved in senescence^75^ with WRKY22, WRKY30, WRKY53, WRKY54, WRKY70, and WRKY75 playing important roles in leaf senescence^76–79^. Genes encoding ZAT7 and ZF protein 1, which are negative regulators of growth under abiotic stress conditions^80^, were also down-regulated or less induced in the *rolD::acdS* line under salt stress.

## Conclusions

The application of ACC deaminase by *P. migulae* 8R6 or in *acdS* transgenic lines caused a reduction in the expression of stress-responsive genes that are highly induced by salt to levels that may lower or indicate a reduced negative effect on the plant. This is in agreement with earlier observations that the impact of salinity stress on growth and productivity was reduced by treatment of soil with *P. migulae* 8R6 or in *acdS* transgenic lines^16^. In many cases, stress adaptation comes at the expense of growth and productivity, therefore, it is necessary for plants to develop resilient systems to optimize the trade-off between short term survival and long-term growth. The physiological and transcriptome data clearly demonstrated that decreasing the concentration of stress ethylene through the application of ACC deaminase can significantly increase the extent of plant growth and productivity under salt stress in *C. sativa*. Expressing the *acdS* gene under the control of different promoters or through the application of endophytic PGPB sometimes affected the expression of different homeologous genes indicating that in polyploid plants studying the effect of stress on gene expression in different sub-genomes is important. This information may be used as a resource for breeders to target the correct homeologue in *C. sativa* to obtain the desired effect on salinity stress. However, approaches, such as the use of ACC deaminase, that regulate a network of genes may be more effective than targeting a single gene to provide stress tolerance and reduce the negative impact on growth and yield production.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

## Data Availability

The RNA-Seq data were deposited to NCBI Gene Expression Omnibus under the accession code GSE132600.

# Supplementary material for: Gene expression patterns in shoots of Camelina sativa with enhanced salinity tolerance provided by plant growth promoting bacteria producing 1-aminocyclopropane-1-carboxylate deaminase or expression of the corresponding acdS gene
**Source:** Sci Rep. 2021 Feb 19;11:4260. doi: 10.1038/s41598-021-83629-8

**Supplemental Figure 1.** Expression of select *C. sativa* genes after salt stress (15 dSm-1) as determined by RNA-Seq and droplet digital PCR (dd PCR) analysis. Plots show expression (fold change) in control (wild type DH55) plus salt, *35S::acdS* and *rolD::acdS* transgenic lines or after treatment with the plant growth promoting bacterium *P. migulae* 8R6 relative to the control without salt (set at 1.0) and are reported as means and standard errors of three biological replicates.

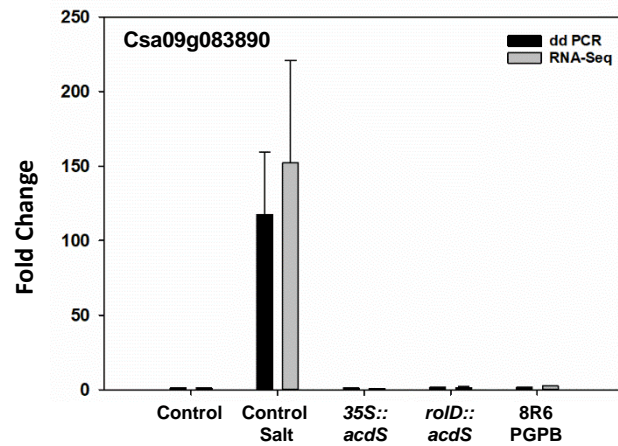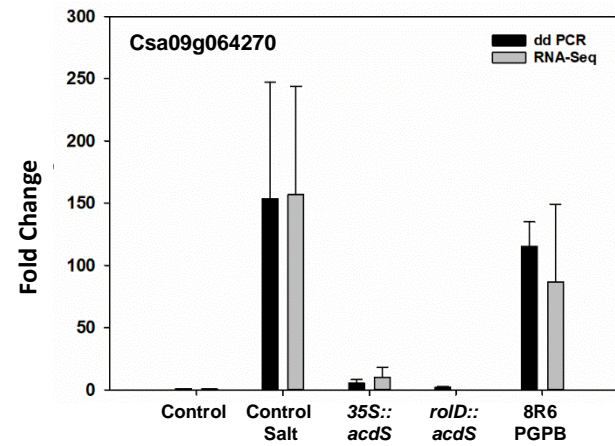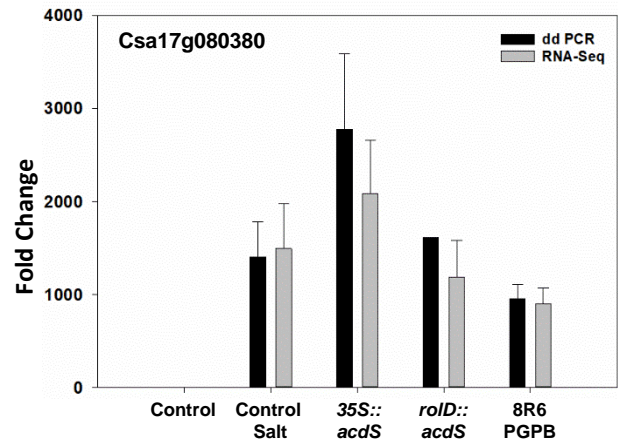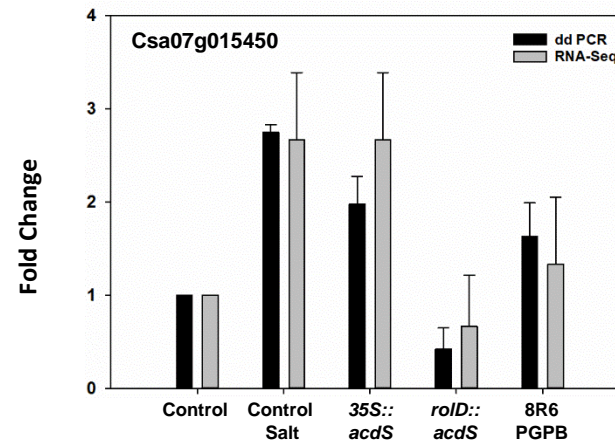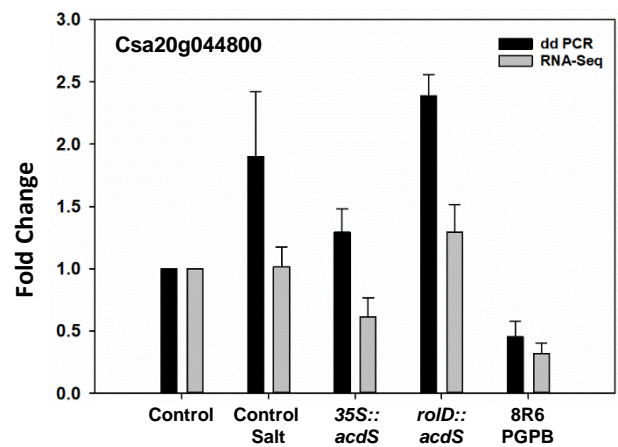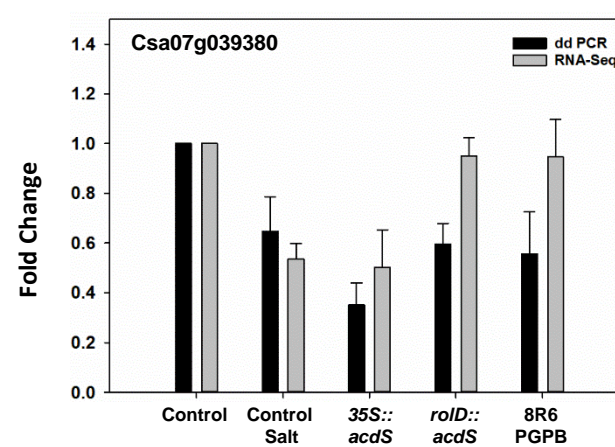

**Supplement:** Supplementary file 3 — Supplementary Information 3.

# Supplementary material for: Gene expression patterns in shoots of Camelina sativa with enhanced salinity tolerance provided by plant growth promoting bacteria producing 1-aminocyclopropane-1-carboxylate deaminase or expression of the corresponding acdS gene
**Source:** Sci Rep. 2021 Feb 19;11:4260. doi: 10.1038/s41598-021-83629-8
**Supplement:** Supplementary file 5 — Supplementary Information 5.

### Supplemental Figure 3.

Cluster analysis of common differentially-expression genes in vegetative tissue from *C. sativa* lines expressing *acdS* under the control of the *rolD* promoter or the constitutive *CaMV 35S* promoter, or from plants grown in soil treated with *P. migulae* 8R6 in the presence of salt (NaCl, 15 dSm<sup>-1</sup>). Cluster analysis done using JMP software version 15.

Csa14g008830  
Csa16g052190  
Csa07g061520  
Csa09g068130  
Csa03g037500  
Csa16g044610  
Csa04g033670  
Csa09g050610  
Csa08g022350  
Csa12g081170  
Csa18g037380  
Csa02g071910  
Csa06g022330  
Csa11g100390  
Csa11g004480  
Csa13g003140  
Csa17g043100  
Csa09g005240  
Csa07g037510  
Csa16g032240  
Csa18g022950  
Csa02g062060  
Csa01g018090  
Csa17g010800  
Csa03g060000  
Csa03g031680  
Csa20g080750  
Csa19g022270  
Csa05g048280  
Csa07g011950  
Csa12g013540  
Csa20g078090  
Csa19g023590  
Csa05g072080  
Csa19g010980  
Csa07g015450  
Csa09g083890  
Csa16g037870  
Csa09g066180  
Csa18g023850  
Csa12g034240  
Csa11g023650  
Csa14g006280  
Csa07g046140  
Csa16g055860  
Csa18g009520  
Csa01g069150  
Csa02g041670  
Csa16g036240  
Csa18g039560  
Csa17g039370  
Csa04g043100  
Csa10g013910  
Csa11g022970  
Csa10g012230  
Csa16g038950  
Csa06g011430  
Csa12g036930  
Csa08g005200  
Csa06g047060  
Csa11g010780  
Csa15g016670  
Csa09g071680  
Csa09g079290  
Csa17g021110  
Csa19g033370  
Csa04g030360  
Csa02g032160  
Csa11g070410  
Csa02g004650  
Csa07g049730  
Csa09g075750  
Csa20g081680  
Csa17g008290  
Csa10g001780  
Csa06g050730  
Csa03g031830  
Csa02g012680  
Csa19g057770  
Csa05g016400  
Csa05g003440  
Csa19g033190  
Csa13g049080  
Csa09g078880  
Csa17g092270  
Csa04g040640  
Csa17g092940  
Csa11g001970  
Csa11g093220  
Csa19g039210  
Csa06g052240  
Csa20g054140  
Csa01g034630  
Csa07g065230  
Csa07g056440  
Csa09g078390  
Csa08g010310  
Csa11g071270  
Csa01g031300  
Csa06g011420  
Csa14g002570  
Csa05g092210  
Csa15g053010  
Csa15g076700  
Csa10g019870  
Csa07g004630  
Csa16g005860  
Csa09g053420  
Csa14g001480  
Csa11g090460  
Csa20g039250  
Csa05g003450  
Csa04g049470  
Csa17g057000  
Csa09g064270  
Csa08g043920  
Csa10g046890  
Csa06g038370  
Csa12g046830  
Csa11g074000  
Csa12g002890  
Csa04g052680  
Csa12g033490  
Csa05g015040  
Csa01g016400  
Csa01g006800  
Csa05g018080  
Csa17g009290  
Csa02g062860  
Csa03g007320  
Csa01g034720  
Csa00g048010  
Csa11g018190  
Csa11g026230  
Csa16g037660  
Csa10g016710  
Csa08g005090  
Csa11g032780  
Csa16g036620  
Csa01g044320  
Csa17g079120  
Csa17g025050  
Csa04g022520  
Csa11g055690  
Csa07g053310  
Csa13g028530  
Csa17g014770  
Csa05g009110  
Csa02g073920  
Csa06g011400  
Csa14g007270  
Csa17g002150  
Csa02g076290  
Csa05g087560  
Csa20g013070

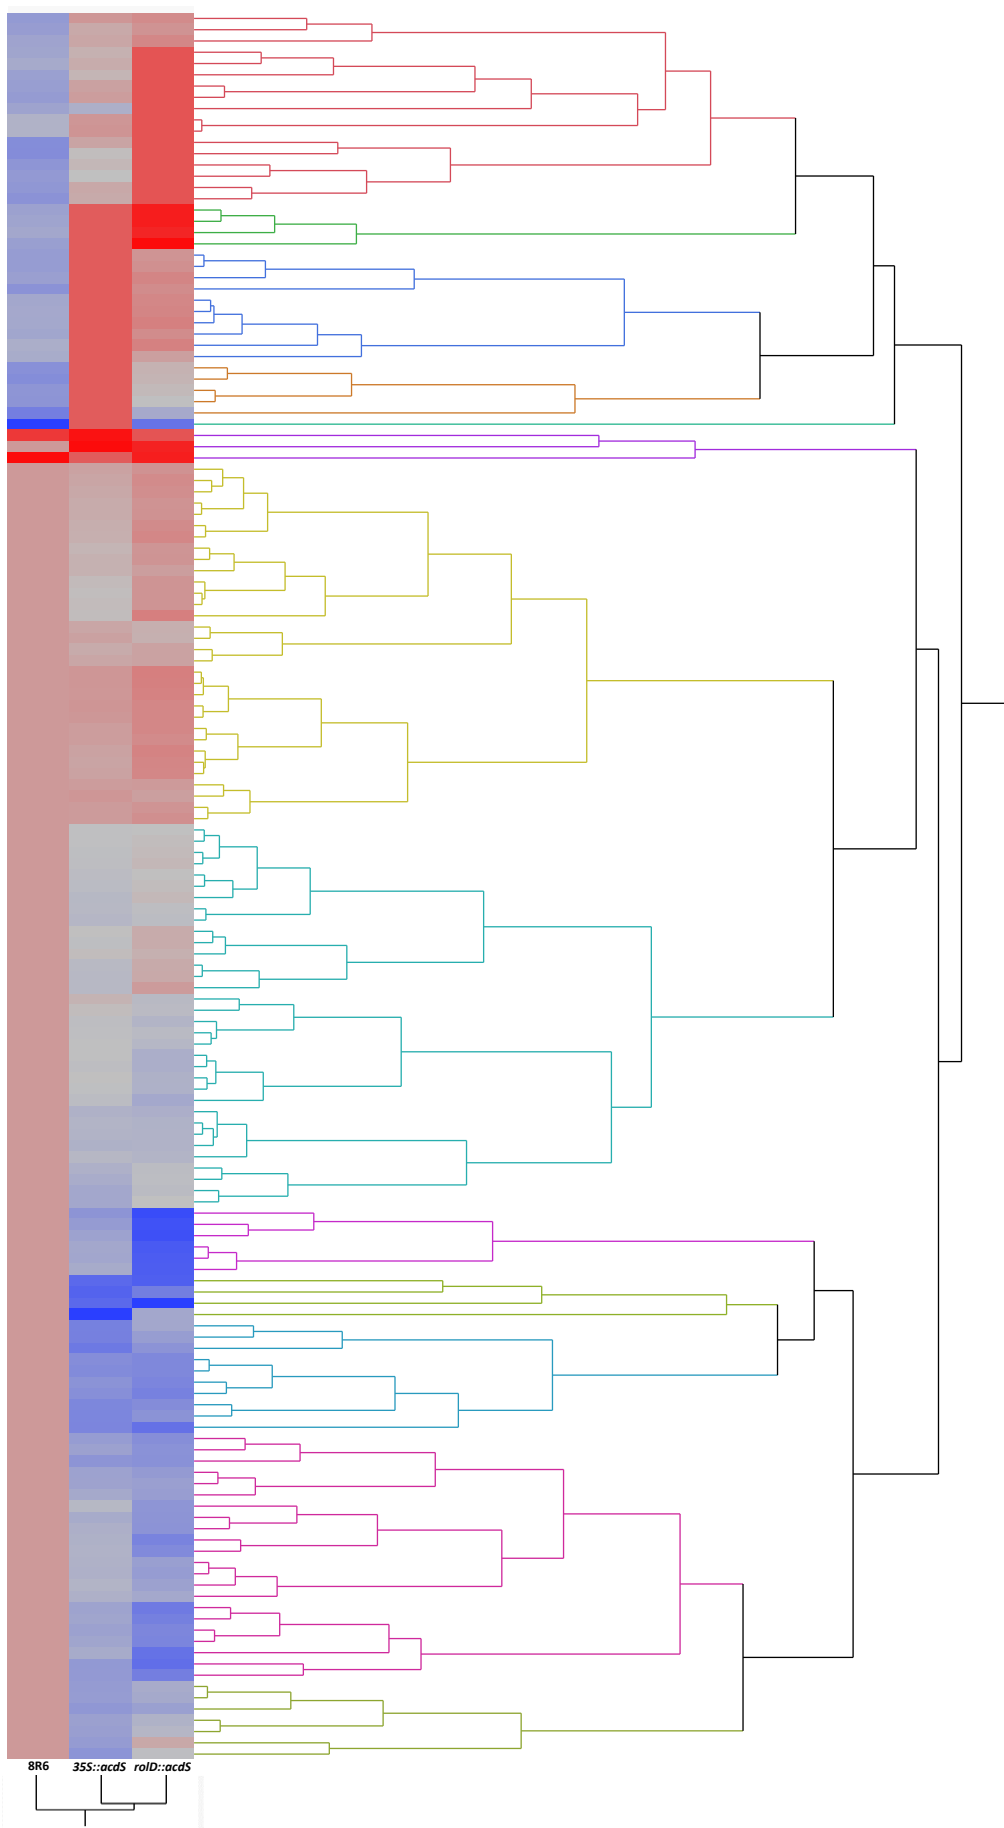

| 8R6    | rold_acdS | 355_acdS |
|--------|-----------|----------|
| -5.02  | -7.29     | -5.37    |
| -4.095 | -6.316    | -4.636   |
| -3.17  | -5.342    | -3.901   |
| -2.245 | -4.368    | -3.167   |
| -1.32  | -3.393    | -2.433   |
| -0.395 | -2.419    | -1.699   |
| -0.03  | -1.607    | -1.085   |
| 0.3348 | -0.796    | -0.471   |
| 0.6999 | 0.0163    | 0.1425   |
| 1.0649 | 0.8282    | 0.7563   |
| 1.43   | 1.64      | 1.37     |

How the deposited data were processed for this re-analysis (not part of the article)

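RNA from vegetative tissue of *C. sativa* was sequenced by the study in 12 libraries, 3 from each of 4 groups of plants given NaCl at 15 dS m-1: the untreated DH55 control, DH55 grown in soil treated with *P. migulae* 8R6, the *35S::acdS* line and the *rolD::acdS* line. The authors trimmed the reads with Trimmomatic, mapped them with STAR and deposited counts, whole numbers of reads for each of 89418 genes, without dividing them by library size. The table is named for CPM, but its values are whole numbers with different totals in each library, so they were analysed as counts. The analysis planned before the data were examined had assumed CPM and limma's test on log2(CPM + 0.5). Because the values are counts, edgeR's quasi-likelihood test, planned as an alternative, became the main test and the planned limma fit became an alternative. Exploratory fits were run around the same time, so this choice was not blind to all values. The paper's further normalization with DESeq is not in the deposited counts. Groups and replicates were taken from the sample descriptions.

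Library totals ranged from 10520627 to 23587748 counts. The median total was 15827627 in the control, 21011592 with *P. migulae* 8R6, 13309192 in the *35S::acdS* line and 10748399 in the *rolD::acdS* line. The 10 most abundant genes took between 3.16% and 5.14% of the counts of a library. Genes with at least 0.5 CPM in at least 3 libraries were tested (56932 genes), and these held between 99.81% and 99.85% of the counts of each library.

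Counts were normalized with the TMM method of edgeR 4.0.16 in R 4.3.3. All 4 groups were fitted in 1 model without covariates, and each comparison was a contrast tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over all genes tested. A gene was taken as differentially-expressed at an adjusted p of 0.05 or less and an absolute log2 fold change above 1, the thresholds of the paper. Standard errors of log2 fold changes are the absolute log2 fold change divided by the square root of the F statistic. The estimated common BCV was 0.189. Where all libraries of a group had 3 counts or fewer, the fold was computed against 3 counts and given as a lower bound. The smallest p that an exact permutation of 3 libraries against 3 can give is 0.1.

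The method was tested on simulated data, in which 200 of the 56932 genes were changed. All 200 had a mean of at least 2 CPM. Each was changed by more than the median log2 fold change of the paper's lists (-1.46 with *P. migulae* 8R6, -1.42 in the *35S::acdS* line). Libraries were drawn independently, which leaves out any variation shared between libraries. The shares called therefore do not give the power for smaller changes or less abundant genes in the real libraries. The quasi-likelihood test called 195 of the 200 (97.5%), 3 unchanged genes, and 0 genes in a comparison without any change. The limma fit called 194 (97%), with 2 unchanged genes. edgeR's exact test with gene-wise dispersions called 197 (98.5%), with 72 unchanged genes, and 44 genes in the comparison without any change.

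Genes named in the text were chosen before the data were examined: every gene that the paper names, and, for each comparison, the 5 differentially-expressed genes with the largest absolute log2 fold change whose 3 treated libraries lie beyond the 3 others. A subset of the paper's genes, also fixed beforehand, is given with full statistics and the rest as counts and ranges. Gene names come from the paper and its supplementary tables; the 89418 identifiers matched 0 entries of the reference gene table, so no coordinates, gene lengths or GC contents were used. The supplementary lists with *P. migulae* 8R6 (354 genes) and for the *35S::acdS* line (311 genes) were read in full. The list for the *rolD::acdS* line was read in part (696 genes) and was used for the listed values of named genes, to describe cell wall genes and to find homeologues outside the other lists, not for the overlap of listed genes with the genes that passed here. Each list prints 2 blocks of values. The log2 fold changes of the first block, which is headed as expression in the control, differed from those of treated against control plants here by at most 0.05 for *P. migulae* 8R6 and 0.12 for the *35S::acdS* line, and those of the second block correlated negatively with them across genes (r = -0.784 and -0.502; genes are not independent replicates), so the first block was read as treated against control.

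Libraries with the same replicate number were checked for pairing. Over the 18 pairs of libraries with the same number from different groups, the correlation of their deviations from the group means, across genes, ranged from -0.346 to 0.297 (median 0.0995, 9 of 18 over 0.1). They did not follow the numbers in every pair of groups, so the numbers were not treated as pairs but as a block in an alternative. Between *P. migulae* 8R6 and the *35S::acdS* line all 3 pairs were over 0.1 (0.173, 0.179 and 0.187), so pairing is not excluded there. Other splits of the 6 libraries of each comparison were fitted in the same way, and 200 simulations without any change were used to see what comparisons with the same control libraries share.

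The alternatives set before the data were examined were limma's test with pseudocounts of 0.1 and 1, with quantile normalization and without a trend, no filter on low counts (75770 genes), a mean of at least 2 CPM (44050 genes), median-ratio scaling, the 6 libraries of a comparison alone, the replicate number as a block, the adjusted p alone, edgeR's exact test with the BCV of 2 that the paper states and with a BCV of 0.2, each library left out in turn, and the counts of homeologues added together. The planned main fit, limma 3.58.1 with a pseudocount of 0.5, was kept as an alternative. Scaling by library size alone, DESeq2 1.42.0 and edgeR's exact test with gene-wise dispersions from the 6 libraries were added after the data were examined. The first component of the deviations from the group means as a covariate was added then too. Sub-genomes were not assigned to genes, as no table used here pairs chromosomes with them, and no library of unsalted plants was used here, so the paper's categories of induced and less induced genes were not separated.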

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

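The numbers below are, unless said otherwise, genes at an adjusted p of 0.05 or less and a log2 fold change above 1 in size. With edgeR's quasi-likelihood test they were 1 with *P. migulae* 8R6, 0 in the *35S::acdS* line, 0 in the *rolD::acdS* line and 0 between the *acdS* lines; at an unadjusted p-value under 0.05 there were 5475, 4421, 4755 and 7320. For 0 genes lower in both *acdS* lines, and 0 lower in all 3 comparisons, the median-ratio scaling and the adjusted p alone also gave 0.

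With limma's test, *P. migulae* 8R6 gave 4 genes at a pseudocount of 0.1, 5 at a pseudocount of 1, 3 after quantile normalization and 0 without a trend, and the *rolD::acdS* line and the direct comparison of the *acdS* lines gave 1 gene each in every one of these 4. Without a filter on low counts *P. migulae* 8R6 gave 20 genes, with a mean of at least 2 CPM 2 genes, and with the replicate number as a block 15 genes; the block gave 0 genes in the *35S::acdS* line, in the *rolD::acdS* line and between the lines. When the 6 libraries of a comparison were fitted alone, *P. migulae* 8R6 gave 0 genes, the *rolD::acdS* line 3 and the direct comparison of the lines 15. edgeR's exact test with a BCV of 2 gave 0 genes in every comparison. With a BCV of 0.2 it gave 883 genes with *P. migulae* 8R6, 1041 in the *35S::acdS* line, 1351 in the *rolD::acdS* line and 1370 between the lines, 351 genes lower in both *acdS* lines and 65 lower in all 3 comparisons. A fixed BCV leaves out the spread of each gene by construction. The cause of the other changes was not tested.

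The planned limma fit, with a pseudocount of 0.5, gave 4 genes with *P. migulae* 8R6, and 1 each in the *rolD::acdS* line and between the lines. Among the alternatives added after the data were examined, scaling by library size alone gave 4 with *P. migulae* 8R6. edgeR's exact test with gene-wise dispersions gave 257 genes with *P. migulae* 8R6, 156 in the *35S::acdS* line, 564 in the *rolD::acdS* line and 818 between the lines, with 54 genes lower in both *acdS* lines and 1 lower in all 3 comparisons. DESeq2 gave 208, 19, 164 and 115 genes, 8 lower in both lines and 1 in all 3 comparisons. With the first component of the deviations from the group means as a covariate there were 212 genes with *P. migulae* 8R6, 60 in the *rolD::acdS* line and 510 between the lines. This covariate was computed from the counts themselves and lowers the spread within groups by construction.

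Of the paper's *P. migulae* 8R6 list, 1 gene passed in the same direction with the quasi-likelihood test. The number was 4, 5, 3 and 0 under the limma alternatives (pseudocounts of 0.1 and 1, quantile normalization, no trend), 20 without a filter, 2 with a mean of at least 2 CPM, 15 with the replicate block, 0 with the 6 libraries alone, 0 with a BCV of 2 and 326 with a BCV of 0.2. It was 4 with limma at a pseudocount of 0.5, 4 with library size scaling, 244 with the exact test and gene-wise dispersions, 201 with DESeq2 and 158 with the component as a covariate. Of the *35S::acdS* list, 0 genes passed with the quasi-likelihood test, 287 with a BCV of 0.2, 151 with gene-wise dispersions and 19 with DESeq2.

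Of the 19 ABA and JA genes, 10 differed between *P. migulae* 8R6 and the *35S::acdS* line and 4 between *P. migulae* 8R6 and the *rolD::acdS* line, adjusted over the list alone. A BCV of 2 gave 0 in both. For the *rolD::acdS* line the count was 11 without a filter, 9 with the 6 libraries alone, 11 with the replicate block, 15 with a BCV of 0.2, 12 with gene-wise dispersions, 9 with DESeq2 and 13 with the component as a covariate.

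With each library of a comparison left out in turn, *P. migulae* 8R6 gave from 0 to 80 genes (0 to 67 of its list). The highest counts were without control replicate 2, and without control replicate 3 there were 5 genes (3 of the list); without control replicate 1 or any 1 of the *P. migulae* 8R6 libraries there were 0. The *35S::acdS* line gave 0 genes throughout (0 of its list), the *rolD::acdS* line from 0 to 5 (5 without *rolD::acdS* replicate 1) and the direct comparison from 0 to 1 (1 without *rolD::acdS* replicate 3). Lower in both *acdS* lines, and in all 3 comparisons, there were from 0 to 0 genes over all 12 libraries left out. Of the ABA and JA genes, from 6 to 13 differed from the *35S::acdS* line, with 6 without *P. migulae* 8R6 replicate 3 or *35S::acdS* replicate 1, and from 3 to 8 from the *rolD::acdS* line, with 8 without *rolD::acdS* replicate 2.

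The log2 fold changes of the named genes given with full statistics kept their direction under every alternative run. Those changes that crossed the threshold were 121 in which a gene passed it, 44 of them with a BCV of 0.2 and 36 with gene-wise dispersions, and 7 in which Csa08g050560 no longer passed it. With *P. migulae* 8R6, leaving out control replicate 2 brought 7 such genes past the threshold. The share of protein degradation among genes lower in both *acdS* lines had no value with the quasi-likelihood test, since there were 0 such genes. In the alternatives it was computed only among those of such genes that are in the *35S::acdS* list. It was 9.57% with a BCV of 0.2 (11 of 115, with 351 lower in both lines), 13.2% with gene-wise dispersions (7 of 53, of 54) and 25% with DESeq2 (2 of 8, of 8). Log2 fold changes of genes with few counts depend most on the pseudocount. That of Csa11g090460 in the *35S::acdS* line was -2.40 with the quasi-likelihood test and -0.53 with limma at a pseudocount of 1.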

Differences from the paper's values

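The paper's list for *P. migulae* 8R6 holds 354 genes, where edgeR's quasi-likelihood test gave 1. For the *35S::acdS* line the paper's list holds 311 genes, where the test gave 0 (4421 at an unadjusted p-value under 0.05). For the *rolD::acdS* line the paper gives about 800 genes, where the test gave 0 (4755 at an unadjusted p-value under 0.05). None of the alternatives set before the data were examined came within 1.5 times the paper's counts. The BCV of 2 that the paper states gave 0 genes in each comparison with edgeR's exact test, and a BCV of 0.2 gave 883, 1041 and 1351. With the exact test and dispersions estimated for each gene, which was chosen after seeing the values, there were 257, 156 and 564 genes. The first and the last are within 1.5 times the paper's counts. The test was added once its p-values were seen to follow the supplementary lists more closely than those of the quasi-likelihood test. Its closeness to the paper's counts is therefore not independent evidence. DESeq2, also added after seeing the values, gave 208, 19 and 164.

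The log2 fold changes themselves were close to the paper's. Over the 348 tested genes of the *P. migulae* 8R6 list the largest difference was 0.05, and over the 303 tested genes of the *35S::acdS* list 0.12. The paper requires more than a 2-fold change; in these tested genes, 22 and 16 have listed log2 fold changes under 1 in size.

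The paper names 139 changes of 123 tested genes as altered, and 138 of them did not pass the threshold of the quasi-likelihood test, although all 139 had the direction that the paper gives. With a BCV of 0.2, 63 of 66 passed with *P. migulae* 8R6, 21 of 24 in the *35S::acdS* line and 46 of 49 in the *rolD::acdS* line. With gene-wise dispersions, chosen after seeing the values, it was 51, 13 and 37. DESeq2 gave 43, 1 and 12, and the component as a covariate 37, 0 and 2. Leaving out control replicate 2 gave 22 with *P. migulae* 8R6. There were 5 without a filter on low counts, 3 with the replicate block, 2 with a pseudocount of 1 and 2 with quantile normalization, all with *P. migulae* 8R6, and 1 in the *rolD::acdS* line with the 6 libraries of the comparison alone. No setting brought Csa15g015150, Csa01g017750 and Csa18g037380 past the threshold with *P. migulae* 8R6, Csa14g008830, Csa18g037380 and Csa02g004650 in the *35S::acdS* line, or Csa08g005200, Csa14g006260 and Csa19g022270 in the *rolD::acdS* line; all 9 changes were under 2-fold.

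The paper describes a much greater effect on gene expression in the *rolD::acdS* line than in the *35S::acdS* line. The direct comparison gave 0 genes (7320 at an unadjusted p-value under 0.05), 15 genes with the 6 libraries alone, 1 with limma's test at pseudocounts of 0.1 and 1, with quantile normalization and without a trend, and 1370 with a BCV of 0.2. With the planned limma fit, at a pseudocount of 0.5, it gave 1. Among alternatives chosen after seeing the values, it gave 818 with gene-wise dispersions, 115 with DESeq2 and 510 with the component as a covariate.

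The paper gives 1 NAC019 homeologue, Csa03g060000, as less induced in the *rolD::acdS* line. Here Csa17g093080 and Csa14g063210 were lower as well, by log2 fold changes of -0.80 and -0.87 against -1.25 for Csa03g060000. The paper gives a share of protein degradation among genes lowered in both *acdS* lines; with 0 such genes no share could be computed. Among such genes that are in the *35S::acdS* list it was 9.57% with a BCV of 0.2 (115 of the 351 genes lower in both lines) and, in tests chosen after seeing the values, 13.2% with gene-wise dispersions (53 of 54) and 25% with DESeq2 (8 of 8). The paper gives no AP2/EREBP gene as changed in the *35S::acdS* line and names the ERF gene Csa20g081680 as lower in it; its log2 fold change was -1.73. The paper names Csa18g010220 as common to both *acdS* lines, but it is not in the supplementary list of the *35S::acdS* line; its log2 fold change there was -1.76, with an adjusted p of 0.636. The wording of the paper places its 78-fold decrease in the *rolD::acdS* line with Csa02g061320, but 78-fold corresponds to the supplementary log2 fold change of Csa11g090460 (-6.28). Csa11g090460 was at the floor, so the fold could be compared only with a lower bound of 2.47-fold. Csa02g061320, with 0 to 1 counts in the *rolD::acdS* libraries, was at the floor as well and under the filter, so no fold is given for it.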

Other observations

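The tests in this part were chosen after the results were seen, except where stated here. The simulations with shared control libraries were set before the data were examined. Counting genes at an unadjusted p-value in them was chosen afterwards, because 0 genes passed the adjusted threshold in both *acdS* lines. For *P. migulae* 8R6 compared directly with each *acdS* line, the fits not named as added were also set before.

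The 6 libraries of each comparison can be split into 3 and 3 in 10 ways, so the share of splits as large as the real one cannot be under 0.1 and chance cannot be excluded by this count. With the quasi-likelihood test, 2 of the 10 splits gave as many genes as *P. migulae* 8R6 against the control (1 gene). For the *35S::acdS* line, the *rolD::acdS* line and the direct comparison of the lines the labels gave 0 genes, so 10 of 10 splits give as many whatever the data, and this count decides nothing. Counting genes at an unadjusted p-value under 0.05 and a change above 2-fold, 2 of 10 splits were as large for *P. migulae* 8R6 (977 genes), 1 of 10 for the *35S::acdS* line (938), 2 of 10 for the *rolD::acdS* line (1300) and 1 of 10 for the direct comparison (1294). With edgeR's exact test and gene-wise dispersions, 2 of 10 were as large for *P. migulae* 8R6, 1 of 10 for the *35S::acdS* line and 2 of 10 for the *rolD::acdS* line.

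One other split exceeded the labels. *P. migulae* 8R6 replicate 1 with control replicates 1 and 3, set against *P. migulae* 8R6 replicates 2 and 3 with control replicate 2, gave 417 genes with the quasi-likelihood test and 1613 with the exact test, where the labels gave 1 and 257. For the *rolD::acdS* line, replicate 1 with control replicates 1 and 3 gave 802 genes with the exact test against 564 for the labels. Across genes, log2 CPM of control replicate 2 correlated more closely with *P. migulae* 8R6 replicate 2 (r = 0.972) than with control replicates 1 and 3 (0.949 and 0.948). Fitted to the 6 libraries alone, the split of *P. migulae* 8R6 and control libraries gave 371 genes and the labels 0. A difference in library size as the cause is argued against by 377 genes after thinning every library to the smallest total, and a few abundant genes by 370 genes without the 100 most abundant. A batch that follows the replicate numbers cannot be told apart from the other explanations. The deviations of *P. migulae* 8R6 and control libraries of the same number correlated across genes at 0.286 for replicate 1, 0.245 for replicate 2 and -0.346 for replicate 3, and the last pair is on opposite sides of the split that prompted the test, so its sign decides nothing. An exchange of *P. migulae* 8R6 replicate 1 and control replicate 2 cannot be told apart from a difference between plants within groups. The difference between the sides of the split correlated at 0.325 across genes with the deviation of *rolD::acdS* replicate 1 from its group, so libraries outside the exchange may vary along the same genes, but this does not exclude an exchange. The counts hold no marker that identifies a library. Variation between plants in the response to salt stays open as well and was not tested.

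The comparisons with the control share the same 3 control libraries. In limma's test on log2 CPM, 191 genes were lower in both *acdS* lines at an unadjusted p-value under 0.05 and a change above 2-fold. In 200 simulations without any change, the median was 1 gene and 7 simulations gave as many, so shared control libraries alone are argued against as the whole cause for this pair. For the other pairs they are not: 33 genes were lower both with *P. migulae* 8R6 and in the *35S::acdS* line, and 45 both with *P. migulae* 8R6 and in the *rolD::acdS* line, and 30 and 19 of the 200 simulations gave as many. For genes lower in all 3 comparisons, 16 were seen and 15 of the 200 simulations gave as many, which sharing the control libraries could explain. The simulations were run 2 times, with different random seeds. The numbers are those of the later run, and both runs fell on the same sides of an unadjusted 0.05. The correlation of log2 fold changes between the *acdS* lines was not above what the simulations gave: 114 of 200 reached it.

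*P. migulae* 8R6 was also compared directly with each *acdS* line, which the paper does not report. Between *P. migulae* 8R6 and the *35S::acdS* line, 29 genes passed the threshold, 20 higher and 9 lower with *P. migulae* 8R6, and between *P. migulae* 8R6 and the *rolD::acdS* line 43 genes, 8 higher and 35 lower. These counts depended on single libraries and on the fit. Against the *35S::acdS* line there were 0 genes without *P. migulae* 8R6 replicate 2 or 3 or *35S::acdS* replicate 1 or 2, 877 without *P. migulae* 8R6 replicate 1 and 223 without *35S::acdS* replicate 3. There were 0 with the 6 libraries alone, 222 with the replicate block, 235 with a mean of at least 2 CPM, 358 without a filter and 2762 with a BCV of 0.2, and, in alternatives added after the data were examined, 971 with DESeq2, 1375 with gene-wise dispersions and 1822 with the component as a covariate. Against the *rolD::acdS* line there were 0 genes without *P. migulae* 8R6 replicate 2 or 3 or *rolD::acdS* replicate 2, 4 without *P. migulae* 8R6 replicate 1, 40 without *rolD::acdS* replicate 1 and 66 without *rolD::acdS* replicate 3. There were 22 with the 6 libraries alone, 3 with limma's test without a trend, 47 with the replicate block, 147 without a filter and 1753 with a BCV of 0.2, and, in the added alternatives, 468 with DESeq2, 658 with gene-wise dispersions and 405 with the component as a covariate. A BCV of 2 gave 0 in both. In both, Csa02g041670 (FUMARASE 2) was among the 5 largest changes whose libraries did not overlap, with log2 fold changes of 3.10 (adjusted p = 0.0461 from edgeR's quasi-likelihood test) and 3.01 (adjusted p = 0.0468). Against the *35S::acdS* line, the others were Csa11g065360, an aluminium activated malate transporter gene (-3.37), Csa01g001010, PsbQ-like 1 (3.35), Csa02g045340, CAP160 protein (-2.82), and Csa09g058320, a RING/U-box gene (2.20). Against the *rolD::acdS* line, Csa20g056010 and Csa11g098720, which the supplementary tables do not list, were at the floor with *P. migulae* 8R6 and at least 11.8-fold and 4.64-fold lower. Csa12g014370 (a B3 factor) and Csa18g022950 (a MATE efflux gene) had log2 fold changes of -3.28 and -3.21. The group compared here with the *acdS* lines differs from them in both the bacterium and the genotype, so their effects are not separated.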
